# Reduced *Ribose-5-Phosphate Isomerase A-1* Expression in Specific Neurons and Time Points Promotes Longevity in *Caenorhabditis elegans*

**DOI:** 10.3390/antiox12010124

**Published:** 2023-01-04

**Authors:** Wen-Chi Shen, Chiou-Hwa Yuh, Yu-Ting Lu, Yen-Hung Lin, Tsui-Ting Ching, Chao-Yung Wang, Horng-Dar Wang

**Keywords:** *ribose-5-phosphate isomerase A* (RPIA), pentose phosphate pathway (PPP), autophagy, AMP activated protein kinase (AMPK), target of rapamycin (TOR), lifespan, *C. elegans*

## Abstract

Deregulation of redox homeostasis is often associated with an accelerated aging process. Ribose-5-phosphate isomerase A (RPIA) mediates redox homeostasis in the pentose phosphate pathway (PPP). Our previous study demonstrated that *Rpi* knockdown boosts the healthspan in *Drosophila*. However, whether the knockdown of *rpia-1*, the *Rpi* ortholog in *Caenorhabditis elegans*, can improve the healthspan in *C. elegans* remains unknown. Here, we report that spatially and temporally limited knockdown of *rpia-1* prolongs lifespan and improves the healthspan in *C. elegans*, reflecting the evolutionarily conserved phenotypes observed in *Drosophila*. Ubiquitous and pan-neuronal knockdown of *rpia-1* both enhance tolerance to oxidative stress, reduce polyglutamine aggregation, and improve the deteriorated body bending rate caused by polyglutamine aggregation. Additionally, *rpia-1* knockdown temporally in the post-developmental stage and spatially in the neuron display enhanced lifespan. Specifically, *rpia-1* knockdown in glutamatergic or cholinergic neurons is sufficient to increase lifespan. Importantly, the lifespan extension by *rpia-1* knockdown requires the activation of autophagy and AMPK pathways and reduced TOR signaling. Moreover, the RNA-seq data support our experimental findings and reveal potential novel downstream targets. Together, our data disclose the specific spatial and temporal conditions and the molecular mechanisms for *rpia-1* knockdown-mediated longevity in *C. elegans*. These findings may help the understanding and improvement of longevity in humans.

## 1. Introduction

Aging is the main process leading to numerous aging-associated diseases, such as neurodegeneration diseases, diabetes, muscular dystrophy, and cancer in elder people [1,2]. Due to the dramatic increment in the elder population, research focusing on the aging process has been increasing. Environmental and physiological interventions, including dietary restriction and reduced temperature or oxygen levels, have been associated with lifespan extension across species. These interventions have been reported to trigger several downstream molecular mechanisms and eventually improve longevity [3].

Among these interventions, dietary restriction, which has prolongevity effects conserved in many species, may broadly affect the numerous downstream molecular mechanisms, including AMP activated protein kinase (AMPK) and target of rapamycin (TOR) signaling pathways [4]. AMPK and TOR pathways are highly associated with nutrient absorption, energy status, and homeostasis [5,6,7]. Previous studies have shown that nutrient deprivation triggers the activation of AMPK and inhibition of the TOR pathway; the synergistic effect of these pathways leads to the induction of the autophagy process and consequently extends lifespan across species [8]. Autophagy is a key process to maintaining cellular homeostasis, whereas failure in autophagic flux perturbs the metabolic balance and exacerbates the aging process [9,10]. It was well reported that the induction of the autophagic flux improves the lifespan in *Drosophila* and *Caenorhabditis elegans* [11,12].

On the other hand, the regulation of redox homeostasis also acts as a key factor in longevity. The redox theory of aging elucidates the relationship between oxidative stress and aging [13]. Moreover, the underlying mechanisms of how redox homeostasis regulates longevity are also well documented [14,15]. The regulation of redox homeostasis includes different defense mechanisms to remove free radicals, such as enzymatic or non-enzymatic antioxidants [16]. These enzymatic antioxidants mainly use nicotinamide adenine dinucleotide phosphate (NADPH), which is primarily produced by the oxidative phase of the pentose phosphate pathway (PPP) [17], as a reducing agent to remove free radicals. Thus, current studies have linked aging with the oxidative phase of PPP since NADPH has been reported to protect species from redox stress, improve oxidative stress tolerance, and extend lifespan [18]. Several approaches to increase NADPH levels, such as the overexpression of *glucose-6-phosphate dehydrogenase* (*G6PD*), *NADPH-generating cytoplasmic malic enzyme* (*Men*), or the knockdown of *ribose-5-phosphate isomerase* (*Rpi*), are all able to extend the lifespan in *Drosophila* [19,20,21,22].

*Ribose-5-phosphate isomerase A (RPIA)*, which is the ortholog of *rpia-1* in *C. elegans*, acts as a rate-limiting enzyme in the pentose phosphate pathway (PPP). Previously, we invented an efficient method to identify the longevity genes in *Drosophila* [23]. Extended by this approach, we identified and demonstrated that reduction in *Rpi,* the *Drosophila* ortholog of *rpia-1* causes lifespan extension and improves healthspan by inducing G6PD activity and elevating NADPH levels to cope with oxidative stress and attenuating polyglutamine toxicity in *Drosophila* [22]. However, whether these phenotypical changes are evolutionarily conserved or not remains unknown. We used *C. elegans* as a model to investigate these phenotypical changes upon *rpia-1* knockdown. Activated autophagy is a well-known longevity-associated mechanism [10]. We and another group revealed that the knockdown of *RPIA* in human cancer cells induces autophagy [24,25]. Hence, we also ask if autophagy induction may contribute to *rpia-1*-mediated lifespan regulation in *C. elegans*.

In this study, we reported that ubiquitous and pan-neuronal knockdown of *rpia-1* result in higher NADPH levels, elevated tolerance to oxidative stress, ameliorated polyglutamine toxicity, and lifespan extension, indicating that *rpia-1* knockdown-mediated longevity and related phenotypical changes may be evolutionarily conserved. In addition, we identified neurons as the target tissue and the young adult stage as the optimal timing for the extended longevity upon *rpia-1* knockdown. Mechanistically, we disclosed that *rpia-1* knockdown-mediated longevity requires the induction of autophagy as well as AMPK activation and TOR inhibition. Furthermore, RNA-seq analysis not only supports our experimental findings but also uncovers more potential downstream target genes, which might be involved in the lifespan regulation upon *rpia-1* knockdown. Together, our results reveal the comprehensive information and molecular mechanisms of how modulation of *rpia-1* regulates longevity and related phenotypes. Those novel findings may advance longevity research to benefit the human lifespan and healthspan.

## 2. Materials and Methods

### 2.1. Strains and Cultivation Conditions

All *C. elegans* strains were cultivated under standard conditions and as described previously [26,27]. The worms were grown at 20 °C on solid nematode growth medium (NGM) agar seeded with *Escherichia coli* (OP50). The following strains were used in this study: N2, wild type (Bristol); AM101, *rmIs110* [*F25B3.3p*::Q40::YFP]; TU3401, *uIs69* [*pCFJ90* (*myo-2p:*:mCherry) + *unc-119p*::*sid-1*]; WM118, *neIs9* [*myo-3:*:HA::RDE-1 + *rol-6(su1006)*]; VP303, *kbIs7* [*nhx-2p*::*rde-1* + *rol-6(su1006)*]; NR222, *kzIs9* [(pKK1260) *lin-26p*::NLS::GFP + (pKK1253) *lin-26p*::*rde-1* + *rol-6(su1006)*]; XE1582, *wpSi11* [*eat-4p*:*:rde-1*::SL2::*sid-1* + *Cbr-unc-119*(+)]; XE1581, *wpSi10* [*unc-17p*::*rde-1*::SL2::*sid-1* + *Cbr-unc-119(+)*]; XE1375, *wpSi1* [*unc-47p*::*rde-1*::SL2::*sid-1* + *Cbr-unc-119(+)*]; XE1474, *wpSi6* [*dat-1p*::*rde-1*::SL2::*sid-1* + *Cbr-unc-119(+)*]; TG38, *aak-2 (gt33)*; RB1206, *rsks-1 (ok1255)*. CRISPR knockout strains *rpia-1 (tm7117)* and *rpia-1 (tm6850)* were outcrossed to N2 wild type animals three times before conducting the experiments. All nematodes were synchronized by bleach and were incubated in M9 buffer without food overnight.

### 2.2. RNA Interference

All RNAi experiments described in this article were induced by feeding assay and as described previously [27,28,29]. Worms were exposed to dsRNA producing *E. coli* HT115 (DE3) strain, which can be induced by isopropyl β-d-1-thiogalactopyranoside (IPTG), starting at the embryonic stage (whole life treatment) or post-developmental stage (adult-only treatment) on solid RNAi plates. The RNAi plates contained 100 μg/mL ampicillin, 10 μg/mL tetracycline, and 1 mM IPTG. RNAi-containing bacteria were grown overnight in LB broth containing 100 μg/mL ampicillin and 10 μg/mL tetracycline at 37 °C. After the overnight incubation, RNAi bacteria were inoculated into new tubes, and dsRNA production was induced by 1 mM IPTG addition. Once the bacteria grew to OD 0.6, they were spread onto the agar plates and left in the hood overnight. These RNAi plates were stored at 4 °C and were used within 2 weeks to ensure knockdown efficiency. The RNAi plasmids were verified by DNA sequencing.

### 2.3. Oxidative Stress Assay

The oxidative stress assay was performed using the protocol proposed by Senchuk et al. [30]. Oxidative stress was induced by 40 mM paraquat (1,1-dimethyl-4,4-bipyridinium dichloride, Sigma-Aldrich, 856177, St. Louis, MO, USA) treatment. Worms were cultivated and synchronized by the bleach assay at 20 °C. Day-0-adult (young adult) worms were transferred onto RNAi plates containing 40 mM paraquat, and dead worms were counted at 0, 15, 19, 23, 27, 39, 43, 47, 51, and 63 h until all worms died. OASIS 2 was used to perform statistical analyses and the *p*-value was calculated by log-rank test.

### 2.4. Quantification of NADP^+^ and NADPH Levels

The NADP^+^ and NADPH levels were measured by using an NADP/NADPH-Glo™ Assay (Promega, G9081, Madison, WI, USA) following the manufacturer’s protocol. Moderate amounts of samples collected in 1.5 mL microcentrifuge tubes were homogenized using a base solution (PBS, 0.2 N NaOH, and 1% SDS). Homogenized samples were transferred to a white-walled 96-well ELISA plate (50 μL per well; two wells per sample). One well of each sample was treated with 25 μL of 0.4 N HCl to measure NADP^+^ levels, and the other was treated with base to measure NADPH levels. After incubating for 15 min, the plate was incubated at room temperature, and HCl/Trizma^®^ solution was added. After incubating the plate at room temperature for 30–60 min, the NADP^+^ and NADPH levels were measured by a luminometer. The definite concentrations of NADP^+^ and NADPH were calculated by a standard curve and normalized to protein concentration.

### 2.5. Lifespan Assay

Before conducting the lifespan assay, all parent worms were cultivated until the day-1-adult stage on solid NGM plates seeded with OP50. At least 100 worms were exposed to bleach buffer and eggs extracted from parents were stored at 18 °C overnight for synchronization as described previously [27,29]. At stage L4 (day 0 of the experiment), the worms were transferred to new plates to start the lifespan assay. Each plate contained 30 worms and the whole experiment was performed at 20 °C. For the first seven days, the worms were transferred every day to separate adults from larvae, and the numbers of censored and dead worms were recorded. After day 7, the worms were transferred and counted every 2 days until all worms died. OASIS 2 was used to perform statistical analyses and the *p*-value was calculated by log-rank test.

### 2.6. Polyglutamine Toxicity

Nematode strain AM101 was used to validate neuronal polyglutamine toxicity. For image analysis, we anesthetized worms using 10 mM sodium azide (NaN_3_) in M9 and mounted the animals on 2% agarose pads dissolved in M9. All worms were grown to the day-5-adult stage, and 10 worms were randomly picked to perform the experiments in triplicates. All magnified neuron images were taken using a ZEISS LSM 800 confocal microscope with a 40x objective; GFP fluorescence quantification was performed with NIS-Elements software. GFP puncta were detected automatically by the software, and statistical analyses were conducted using Prism 8.0.

Body bending assay was conducted on synchronized day-1-adult and day-7-adult stages at 20 °C. Body bending rate was defined as the bending counts of a single worm in 30 s. Each worm was placed in one droplet of M9 and allowed to recover for 1 min. After the recovery, body bends were counted for 30 s by observation. All experiments included 30 animals and were conducted in triplicates. Statistical analyses were performed by using Prism 8.0.

### 2.7. RNA Isolation and Reverse Transcription Followed by Quantitative PCR (RT-qPCR)

At least 500 animals were washed with M9 buffer and lysed in 500 μL Trizol Reagent (APOLO) via standard RNA extraction protocol. The extracted RNA was reverse-transcribed through Reverse Transcription System (Promega, #A3500). We diluted cDNA in a ratio of 1:9 with ddH_2_O to perform quantitative PCR (qPCR) by StepOne Plus Real-time PCR system (Applied Biosystems, cat # 4,376,600, Whaltam, MA, USA) with Fast SYBR™ Green Master Mix (Applied Biosystems, #4385612). The expression levels were determined by the ΔΔCt method and normalized to *act-1* expression levels. All experiments were independently conducted in triplicates and statistical analyses were performed by Prism 8.0 with an unpaired *t*-test.

The following primers were used: *rpia-1,* forward 5′-GTG ACA GAC AAT GGA AAC TTC A-3′, and reverse 5′-ACG CAA CCG ATG AAT AAT CC-3′; *act-1,* forward 5′-ACG ACG AGT CCG GCC CAT CC-3′, and reverse 5′-GAA AGC TGG TGG TGA CGA TGG TT-3′; *lgg-1,* forward 5′-ACC CAG ACC GTA TTC CAG TG-3′, and reverse 5′-ACG AAG TTG GAT GCG TTT TC-3′; *sqst-1,* forward 5′-TGG CTG CTG CAT CAT CCG CT-3′, and reverse 5′-TCA ATC GTG CCG AGA CCG GG-3′.

### 2.8. Protein Extraction and Western Blotting

At least 500–1000 worms were collected and homogenized with whole-cell extract (WCE) lysis buffer (20 mM HEPES [pH 7.5], 75 mM NaCl, 2.5 mM MgCl_2_, 0.1 mM EDTA, 0.5% Triton X-100, 0.1 mM Na_3_VO_4_, 50 mM NaF, protease inhibitor and phosphatase inhibitor), and tetragonal zirconium polycrystal (TZP). Protein extracts were centrifuged at 13,200 rpm for 20 min, and the supernatants were collected. Protein concentration was determined using Bradford assay (Bio-Rad, #5000001, Hercules, CA, USA). After denaturing at 100 °C, the protein samples were run on 10% or 14% polyacrylamide-tris gels (30 μg per well) and transferred onto nitrocellulose (NC) membranes. The membranes were blocked in 5% skim milk or BSA in TBST and incubated with following the antibodies overnight: anti-LC3B (1:1000 in 3% milk in TBST; Novus, St. Charles, MO, USA, #NB100-2220), anti-Ref2P (SQST-1) (1:1000 in 3% milk in TBST; Abcam, Cambrigde, UK, #ab178440), anti-phospho-AMPK (1:1000 in 3% BSA in TBST; Cell Signaling, Danvers, MA, USA, #2535), anti-phospho-S6K (1:1000 in 3% BSA in TBST; Cell Signaling, #9209), anti-beta actin (1:4000 in 3% milk in TBST; GeneTex, #GTX109639). Incubations with the secondary antibody Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L) (1:10,000 or 1:20,000 diluted in TBST; Jackson Immuno, t# 111-035-003) were performed for 1 h at room temperature. After washing the membranes with TBST three times, the protein bands were detected using ECL.

### 2.9. RNA-Seq Analysis

Samples were collected independently in triplicates, and each sample contained at least 500 worms, which were transferred to new plates every day until the day-5-adult stage. RNA was extracted using RNeasy Kit (Qiagen, #74004). The RNA-seq procedure was conducted by Taiwan Genomics Industry Alliance (TGIA) using 0.1–5 μg of total RNA. Libraries were pooled and sequenced (paired-end, 150 bp) on an Illumina NovaSeq 6000 System.

### 2.10. Developmental Delay Screening

Following a previously proposed protocol [31], we randomly picked five parent worms and split-bleached them onto unseeded solid NGM plates and synchronized the offspring overnight at 20 °C. The synchronized L1 larvae were transferred to bacteria-seeded plates and incubated at 20 °C for 55 h. At this time point, the number of worms at different development stages was counted. Statistical analyses were conducted by using Prism 8.0.

### 2.11. Generation of rpia-1 Overexpression Construct

The promoter and full-length sequences of *rpia-1* were amplified from N2 genomic DNA and cloned into the L3691 plasmid to create the *rpia-1* overexpression construct. The microinjection procedure was conducted by the *C. elegans* Core Facility (CECF). Except for the control and overexpression plasmids, the *myo-2p::tdTomato* plasmid was co-injected as the co-injection marker. At least two independent lines were isolated to obtain stable clones.

The following primers were used: *rpia-1* promoter, forward 5′-ATA TGA GCT CCA ACT GTG TCA CTT CTC TTG TTT C-3′ (*SacI*), and reverse 5′-AGA GAC CGG TTC TGG CGG TTC GCA ATA C-3′ (*AgeI*); *rpia-1* overexpression, forward 5′-ATA TGA GCT CCA ACT GTG TCA CTT CTC TTG TTT C-3′ (*SacI*), and reverse 5′-AGA GAC CGG TGT GCT TCT TGG AAT TGA CAA TTT C-3′ (*AgeI*).

## 3. Results

### 3.1. Knockdown of rpia-1 Exhibits Increased Tolerance to Oxidative Stress, Elevated Levels of NADPH, and Attenuated Polyglutamine Toxicity in C. elegans

Down-regulation of *ribose-5-phosphate isomerase* has been shown in *Drosophila* to induce several longevity-associated phenotypes, such as increased tolerance to oxidative stress, elevated levels of NADPH, and alleviated polyglutamine toxicity in neurons [22]. However, whether these effects are evolutionarily conserved remains unclear. Therefore, by utilizing *C. elegans* as another model organism and knocking down *rpia-1*, the ortholog of *ribose-5-phosphate isomerase A* in *C. elegans*, we examined whether the effects of *rpia-1* knockdown from the embryonic stage throughout adulthood (named as whole life (WL) knockdown in this study) in *C. elegans* are conserved as those in *Drosophila*. Similar to our previous findings in *Drosophila*, we observed an elevated tolerance to paraquat-induced oxidative stress ranging from 22.3% to 32.7% in *rpia-1* knockdown N2 worms compared to the wild-type N2 with the empty vector (EV) as the control (Figure 1A,B). According to the results in our previous *Drosophila* study, the reduction in *Rpi* in neurons showed a similar effect as in the *Rpi* mutant with ubiquitous *Rpi* down-regulation [22], we next asked if the enhanced *rpia-1* knockdown in neurons also contributes to oxidative stress resistance. Thus, we conducted an *rpia-1* reduction in the neuron-enhanced strain TU3401 and found similar results to those from an *rpia-1* ubiquitous knockdown in N2. The results revealed that the knockdown of *rpia-1* in the neuron-enhanced strain TU3401 promoted oxidative stress tolerance with an increase ranging from 12.7% to 14.5% compared with the controls (Figure 1C,D). Previous studies have reported that NADPH levels are often increased with the improvement in oxidative stress tolerance due to its involvement in antioxidative systems [32,33]. Consistently, we detected that both ubiquitous and pan-neuronal knockdown of *rpia-1* elevated the levels of NADPH (~1.5-fold) but not those of NADP^+^ (Figure 1E,F). Taken together, these results indicate that the knockdown of *rpia-1* improves oxidative stress tolerance and increases NADPH levels in *C. elegans*, similar to those in *Drosophila*.

Polyglutamine (polyQ) aggregation induces oxidative stress by elevating the levels of free radicals and eventually causes damage in the nervous system to trigger neurodegeneration [34]. In addition, the inhibition of NADPH oxidase, which reduces the catalysis of NADPH, ameliorates 43Q protein-induced mitochondrial dysfunction [35,36], implying that elevation of NADPH levels ameliorates polyglutamine-induced neuron toxicity. As we previously reported that the knockdown of *Rpi* increases NADPH levels and alleviates polyglutamine-induced toxicity in *Drosophila* neurons, we next asked whether the knockdown of *rpia-1* can also attenuate polyglutamine-induced neuronal toxicity in *C. elegans* and conducted an *rpia-1* knockdown at two different time points to confirm if the delayed reduction of *rpia-1* can also ameliorate the deterioration in the AM101 strain, which is a neuron-specific polyQ pathogenesis model. Besides the aggregation of polyQ, the previous study also provides evidence that neuronal polyQ aggregation leads to mobility decline during aging. Thus, we further examined if the *rpia-1* knockdown may affect physiological changes, such as body bending rate, in AM101 [37]. The data indicated that the knockdown of *rpia-1* not only reduced polyQ aggregation in nerve rings but also ameliorated the deteriorated body bending rate caused by polyQ aggregation (Figure 2A–E). Overall, these findings suggest that the knockdown of *rpia-1* promotes the longevity-associated phenotypes which could be evolutionarily conserved.

### 3.2. Knockdown of rpia-1 in Specific Time Points and Tissues Displays Extended Lifespan

In addition to the longevity-associated phenotypes, our previous study also revealed that the down-regulation of *Rpi* extends the lifespan in *Drosophila*. Hence, we initially investigated the lifespan of the *rpia-1*-deficient mutant strains by utilizing the *rpia-1* gene partially deleted knockout strains *tm7117* and *tm6850* (Figure S1A), which were generated by the National Bioresource Project in Tokyo [38]. Surprisingly, unlike the *Rpi* mutant flies, the *rpia-1* knockout strains showed no lifespan changes compared with the N2 control (Figure S1B). Additionally, we observed that *rpia-1* knockout strains exhibited a developmental delay in different stages (Figure S1C). These unexpected results may be attributed to the null expression levels of the *rpia-1* knockout strains, in which the CRISPR knockout of *rpia-1* produced *rpia-1* loss-of-function mutations. On the contrary, the *Rpi* mutant in *Drosophila* is generated by P-element insertion resulting in a hypomorphic mutation in *Rpi*. Thus, the different extent of *rpia-1* down-regulation may be a potential factor causing these results.

Instead of using *rpia-1* knockout loss-of-function strains, we assessed the lifespan changes by using an *rpia-1* RNAi knockdown. However, the knockdown of *rpia-1* in the wild type N2 strain from the embryonic stage throughout adulthood (WL) did not show any lifespan change either (Figure 3A) as with the *rpia-1* knockout strains (Figure S1B). This outcome may be caused by two factors: the temporal aspect and the spatial aspect. First, the phenotype of developmental delay in the *rpia-1* knockout mutants implied the possibility that *rpia-1* might play a role during development, whereby the reduced levels of the *rpia-1* transcript during the developmental stage might negatively affect longevity. Second, our previous study revealed that the ubiquitous knockdown of *Rpi* in *Drosophila* only slightly prolongs lifespan, whereas the pan-neuronal knockdown of *Rpi* induces significantly high levels of lifespan extension [22]. Therefore, we further investigated whether *rpia-1* knockdown in a specific time window or specific tissue may mediate lifespan extension in *C. elegans*.

To examine the temporal effect of *rpia-1* knockdown expression and avoid the potentially detrimental effect of *rpia-1* reduction in the developmental stage on lifespan, we postponed the time point of *rpia-1* knockdown initiation to the post-developmental stage and measured the changes in lifespan. The time points we chose were day 0, day 5, and day 7 of adulthood. Day 0 of adulthood indicates the time point of entering the post-developmental stage, which is also known as the young adult (YA) stage. Day 5 of adulthood is the time point after the peak of reproductive development [39], which may be considered menopause in humans. Day 7 of adulthood in our experiments is usually the time when worms start to die. Our results showed that the knockdown of *rpia-1* after the developmental stage in these three post-developmental time points significantly extended mean lifespan by 7.5%, 6.5%, and 3.9%, respectively (Figure 3B–D). Among these three time points, the knockdown of *rpia-1* on day 0 of adulthood resulted in the largest lifespan extension (7–8%) (Figure 3E). In summary, we disclose that the lifespan extension by the *rpia-1* knockdown depends on the post-developmental stage, with the maximal lifespan extension in young adult wild-type N2 worms.

To examine whether the spatial aspect of *rpia-1* knockdown expression may play a role in longevity, we reduced the *rpia-1* expression in certain tissues and measured the lifespan changes. Based on our finding that whole-life *rpia-1* ubiquitous knockdown failed to extend lifespan, which might be affected by the spatial aspect, we conducted an *rpia-1* knockdown both in the embryonic stage (WL) and on day 0 of adulthood, respectively. Owing to the fact that the pan-neuronal knockdown of *Rpi* dramatically prolongs the lifespan in *Drosophila*, we looked up the expression patterns of *rpia-1* in WormBase and found that *rpia-1* has been reported to be expressed in the neurons, muscles, intestine, and hypodermis. Hence, we conducted lifespan experiments in four different tissue-specific strains (Table 1). All the strains mentioned below have been used in various lifespan assays and exhibited longevity-associated phenotypes. By reducing the *rpia-1* expression in these strains, we found that worms with pan-neuronal knockdown of *rpia-1* exhibited the highest levels of lifespan extension (13.7%) (Figure 4A), whereas hypodermis-specific *rpia-1* knockdown displayed reduced lifespan (−4.6%) (Figure 4D), yet no changes in muscle or in the intestine (Figure 4B,C). The data indicate that neurons may be at least one of the major target tissues responsible for lifespan extension upon *rpia-1* knockdown in *C. elegans*, which is also similar to our previous finding in *Drosophila*.

Since the worms with pan-neuronal knockdown of *rpia-1* exhibited the largest levels of lifespan extension, we wondered if the reduction in *rpia-1* level in certain specific neurons is sufficient to display lifespan extension. To address this, we conducted lifespan assays in neuron cell-type-specific strains (Table 2) [44] and down-regulated *rpia-1* expression from the embryonic stage (WL) and day 0 of adulthood in those strains to measure the lifespan. Our results indicated that whole-life knockdown of *rpia-1* either in glutamatergic neurons in XE1582 or in cholinergic neurons in XE1581 was sufficient to extend lifespan (Figure 4E,F). In contrast, the knockdown of *rpia-1* in GABAergic neurons in XE1375 or in dopaminergic neurons in XE1474 showed no effect on longevity (Figure 4G,H). Interestingly, the whole-life knockdown of *rpia-1* in glutamatergic neurons in XE1582 exhibited the largest amount of mean lifespan extension (13.4%), similar to the pan-neuronal knockdown of *rpia-1* in TU3401. It may imply that glutamatergic neurons could be the major target neuron cell type in the neuron tissue for lifespan extension by *rpia-1* knockdown. Together, these results indicate that the knockdown of *rpia-1* in glutamatergic neurons or in cholinergic neurons is sufficient to prolong the lifespan in *C. elegans*.

### 3.3. Knockdown of rpia-1 Extends Lifespan by Activating Autophagy and AMPK Pathway and by Inhibiting TOR Pathway

Recently, a positive relationship between the elevation of NADPH levels and lifespan extension has been reported [18,46]. Since NADPH is generated in the oxidative phase of the pentose phosphate pathway (PPP) [47], we previously reported that the deregulation of *Rpi* may constrain the process of PPP from entering the non-oxidative phase. By this limitation, the PPP may be sustained in the oxidative phase and produce more NADPH to improve longevity [22]. Indeed, we also confirmed the elevation of NADPH levels and the lifespan extension in worms by *rpia-1* knockdown (Figure 1E,F and Figure 3), supporting our previous theory.

Although the balance of redox homeostasis is one of the longevity-associated factors, we asked if any other molecular mechanisms were participating in the *rpia-1* knockdown-mediated longevity. We and another group showed that the down-regulation of *RPIA*, the human ortholog of *rpia-1*, activates autophagy [24,25]. Autophagy induction has been associated with lifespan and healthspan extension [9]. Thus, by following the autophagy guideline and several studies in autophagy, we designed a series of experiments to investigate the levels of autophagy-related genes in *rpia-1* knockdown in the day 0 of adulthood group, since this group of worms extended lifespan the most [9,10,11,12,48,49,50]. For the investigation at the transcriptional level, we validated the mRNA expression levels of *lgg-1* and *sqst-1*, which are two autophagy-related genes represented as markers for mid- and late-autophagy; they are orthologs of human LC3 and SQSTM1/p62, respectively [11,12]. If autophagy is induced, we may find the transcriptional levels of these genes increasing. For the translational aspect, we observed the protein expression of LGG-1/LC3 and SQST-1/SQSTM1/p62. Based on the studies in autophagy, upon induction of autophagy, the LGG-1 precursor is cleaved from the LGG-1-I unlipidated form into the LGG-1-II lipidated form to elongate the phagophores in the mid-stage of autophagy; on the other hand, SQST-1 functions as an autophagosome cargo protein which brings the targeted proteins into autophagosome to be lysed simultaneously, hence the induction of autophagy process leads to SQST-1 degradation [11,12]. From our results, we found that the reduction of *rpia-1* is accompanied by the up-regulation of autophagy-related genes *lgg-1* and *sqst-1* at the transcriptional level (Figure 5A), and with reduced SQST-1 levels and increased LGG-1-II form levels at the translational level (Figure 5B), which both suggest that a reduction in *rpia-1* is associated with activated autophagy. Next, we also conducted lifespan assays in worms with an *rpia-1* knockdown from day 0 of adulthood under an autophagy-reduction background by knockdown of *lgg-1*. We referred to the experimental design from Kumsta et al., in which they concluded that the HSF-1-mediated lifespan extension is directly caused by autophagy induction by blocking *lgg-1*. To confirm whether knockdown of *lgg-1* affected lifespan, they applied hormetic heat shock as a positive control, with which they proved that HSF-1 overexpression can extend lifespan by inducing autophagy priorly, and found that the knockdown of *lgg-1* ablated the lifespan extension caused by HSF-1 overexpression [49]. According to their experimental design, we first confirmed that the autophagy-mediated lifespan extension caused by hormetic heat shock can be ablated by reducing *lgg-1* [49] (Figure 5C, right panel). Under this premise, we then conducted lifespan assays for *rpia-1* knockdown from day 0 of the adulthood group under autophagy-reducing conditions by knockdown of *lgg-1*. In line with our hypothesis, the lifespan extension by *rpia-1* knockdown from day 0 of adulthood is blocked when autophagy was suppressed by *lgg-1* knockdown (Figure 5C, left panel), indicating *rpia-1* knockdown-mediated longevity requires activated autophagy. Taken together, these results suggest that knockdown of *rpia-1* may extend lifespan by inducing autophagy.

According to our data and previous findings, the knockdown of *rpia-1*/*Rpi* extends lifespan associated with elevated NADPH levels in *C. elegans* and in *Drosophila* [22], and *RPIA* knockdown induces autophagy in human colorectal cancer cells [25]. The AMPK pathway and TOR pathway have been shown to regulate the autophagy process in previous studies [51]. These pathways not only regulate lifespan but are also involved in energy homeostasis, which may be related to NADPH generation [52]. Hence, to assess whether *rpia-1* knockdown may prolong lifespan by activating AMPK and inhibiting TOR, we conducted Western blotting analyses, by detecting p-AMPK and p-S6K as the markers for AMPK and TOR pathway activity, respectively, in *rpia-1* RNAi knockdown and control (EV) N2 worms. The results indicated that the knockdown of *rpia-1* from day 0 of adulthood causes a two-fold increase in p-AMPK levels and a reduction in p-S6K levels by 0.75-fold (Figure 6A,C), suggesting that AMPK activation and TOR inhibition may participate in *rpia-1*-knockdown mediated longevity. To confirm the hypothesis, we performed the lifespan analysis for *rpia-1* knockdown from day 0 of adulthood in an *aak-2(gt33)* deletion mutant for the AMPK pathway, for which *aak-2* is the ortholog of human AMP-activated protein kinase catalytic subunit alpha ½, and in the *rsks-1*(*ok1255*) mutant for the TOR pathway, for which *rsks-1* is the ortholog for human ribosomal protein S6 kinase B2, as well as in N2 as the control. The lifespan extension caused by the *rpia-1* knockdown from day 0 of adulthood was blocked in the *aak-2*(*gt33*) mutant (Figure 6B), suggesting that *rpia-1* knockdown-mediated longevity requires *aak-2*. Moreover, the longevity of *rsks-1*(*ok1255*) was not further extended upon *rpia-1* knockdown (Figure 6D), indicating that *rpia-1* knockdown-mediated longevity is involved in reduced TOR signaling. Together, these data support that the knockdown of *rpia-1* prolongs lifespan probably through activating AMPK and inhibiting TOR pathways as well.

### 3.4. RNA Sequencing Analysis Reveals Potential Downstream Target Genes in rpia-1 Knockdown-Mediated Longevity Regulation

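RNA from whole worms was sequenced in 4 groups of 3 samples each, and each sample held at least 500 worms. N2 worms, the wild type, were fed empty vector (EV) bacteria or *rpia-1* RNAi bacteria from day 0 of adulthood. TU3401 worms, in which RNAi acts in neurons, were fed EV or *rpia-1* RNAi bacteria for their whole life (WL). The methods give day 5 of adulthood as the harvest for all samples. The sample labels give day 5 for the N2 groups and day 0 for the TU3401 groups. The stage-dependent genes of the EV groups were at different levels. The TPM of the 6 vitellogenin genes, which encode yolk proteins made by the adult intestine, summed to 3005 ± 313 (SD, n = 3) in N2 EV and 10370 ± 558 (SD, n = 3) in TU3401 EV. Those of the 35 major sperm protein genes summed to 5.70 ± 6.84 in N2 EV and 7741 ± 1604 in TU3401 EV, and those of 177 collagen genes, which build the cuticle, to 822 ± 42.2 and 31470 ± 5415. Strain and onset of the knockdown differ together between the N2 and TU3401 comparisons, as does age by the labels, and the levels of these genes do not separate strain from age.

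The deposited values are TPM and FPKM of 46904 genes in 12 libraries, and no read counts are given, so the depth of a library in reads is unknown. The submitters' processing notes name FastQC, MultiQC, Trimmomatic, HISAT2 and featureCounts without their order. From the most frequent low FPKM value of the genes of 21 nt piRNAs, put on the TPM scale, the relative depth of the libraries was 0.786 to 1.2 of their median. This estimate holds only if that value stands for the same number of reads in each library. Genes with a TPM above 0 numbered 17777 to 19135 in 5 of the N2 libraries and 22388 in N2 *rpia-1* (RNAi) Day 0 replicate 1, which also had the lowest correlations with the other N2 libraries (Pearson's r across genes of 0.971 to 0.983, against at least 0.991 between the others). The ratio of TPM to FPKM was 1.39 in N2 EV replicate 2 and 1.21 in TU3401 EV replicate 3, and 1.70 to 1.93 in the other libraries. TPM was used for this reason, and with FPKM the median of all genes moved to −0.13 in the N2 comparison and to −0.15 in the TU3401 comparison (log2). Knockdown and EV were compared by limma on log2(TPM + 1) over genes with a mean of at least 1 TPM. This scale understates the changes of genes at low levels.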

To further validate how the knockdown of *rpia-1* activates these longevity-related molecular mechanisms as well as better identify the genes involved in longevity by *rpia-1* knockdown, we chose the two most long-lived strains by *rpia-1* knockdown according to our previous lifespan results (Figure 3 and Figure 4), which are *rpia-1* RNAi knockdown strains in day-0-onset ubiquitous N2 (N2 *rpia-1* (RNAi) Day 0) and in whole-life pan-neuronal TU3401 (TU3401 *rpia-1* (RNAi) WL), together with their control worms for RNA sequencing (RNA-seq) and further analyses to identify the downstream genes and pathways which may lead to improved longevity by *rpia-1* RNAi knockdown.

By using the Ingenuity Pathway Analysis (IPA), we found that both long-lived *rpia-1* knockdown strains showed suppressed organismal death and enhanced cell viability, supporting our findings in longevity regulation (Figure S2A). Furthermore, IPA also revealed that the knockdown of *rpia-1* in neurons reduces glutamate receptor signaling (Figure S2B); hyperexcitable glutamatergic neurons shorten lifespan, supporting our findings that knockdown of *rpia-1* in glutamatergic neurons prolongs lifespan (Figure 4E). 

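Knockdown from day 0 in N2 brought *rpia-1*, the ribose-5-phosphate isomerase of the pentose phosphate pathway, from 121 ± 6.50 TPM (SD, n = 3) to 30.2 ± 2.68 TPM (SD, n = 3). In whole TU3401 worms its level was 110 ± 4.56 TPM (SD, n = 3) with EV and 92.3 ± 12.7 TPM (SD, n = 3) with the pan-neuronal knockdown. Yolk protein genes were lower in N2, 6 of 6 vitellogenins, 0 passing limma over all genes. Among them, *vit-2* was at 948 ± 91.4 TPM with EV and 653 ± 11.4 TPM with the knockdown, and *vit-6* at 713 ± 83.2 and 476 ± 11.6 TPM (SD, n = 3). Of 28 lysosomal genes tested, 18 were lower and 10 higher, 0 passing limma over all genes, with the cathepsin B-like *cpr-6* at 209 ± 0.713 and 152 ± 18.4 TPM and the cathepsin L *cpl-1* at 179 ± 9.36 and 139 ± 13.6 TPM (SD, n = 3). In TU3401, 18 of 23 heat shock genes tested were higher and 5 lower, 0 passing limma over all genes, with the small heat shock genes *hsp-16.1* at 2.85 ± 0.586 TPM with EV and 6.91 ± 2.27 TPM with the knockdown and *hsp-16.11* at 2.68 ± 0.602 and 6.66 ± 2.33 TPM (SD, n = 3). None of these 3 lists passed with an estimated correlation (adjusted p = 0.32 for vitellogenins, 0.91 for lysosomal and 0.98 for heat shock genes from camera).

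The gene *rpia-1* (WBGene00015101) lies on chromosome III of WBcel235 from 7123128 to 7124335. It was the only 1 of 10626 genes tested in N2 that passed an adjusted p under 0.05 from limma (log2 fold change −1.97, standard error 0.08, adjusted p = 5.3e-04), and 176 genes had an unadjusted p under 0.05. In TU3401, 0 of 13921 genes passed in limma, and 164 had an unadjusted p under 0.05. There, the log2 fold change of *rpia-1* was −0.26 (standard error 0.12, adjusted p = 1.00 from limma). In both strains each knockdown library had less *rpia-1* than each EV library (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 samples allow). The change of *rpia-1* differed between the strains by −1.72 (log2, standard error 0.14, adjusted p = 5.0e-04 from limma), and it was the only gene of 13383 that passed this test of the difference. With FPKM in place of TPM 0 genes passed it, and *rpia-1* had an adjusted p = 0.057 from limma.

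The vitellogenins fell as a list by a median of 0.49 on the log2 scale in 3 of 3 knockdown libraries (adjusted p = 6.5e-16 from camera). All 6 fell when adjusted over the list alone and 0 over all genes tested with limma, and adjusted p = 0.32 with an estimated correlation. Of the lysosomal genes, 4 fell when adjusted over the list alone, with 0 over all genes (list median −0.18, adjusted p = 2.9e-06 from camera). The adjusted p = 0.91 with an estimated correlation, and the median of this list was 0.01 in replicate 1 of the knockdown and −0.22 and −0.26 in the other 2 libraries. Genes of fatty acid metabolism (22 of 27 lower, median −0.10, adjusted p = 1.7e-07 from camera) and intestine markers (13 of 15 lower, median −0.27, adjusted p = 2.1e-08 from camera) fell too, and for both lists adjusted p = 0.91 with an estimated correlation. Their medians were 0.05 and −0.03 in replicate 1 of the knockdown, and −0.29 and −0.41 over all libraries but this replicate. In TU3401 the heat shock genes rose as a list (median 0.08, adjusted p = 3.2e-07 from camera), 2 of them when adjusted over the list alone and 0 over all genes, and adjusted p = 0.98 with an estimated correlation. The median of the list was above 0 in 2 of 3 knockdown libraries, and *hsp-16.1* and *hsp-16.11* were higher in 3 of 3. Without replicate 1 of the N2 knockdown, 33 genes fell at an adjusted p under 0.05 from limma, among them *rpia-1*, the lipase gene *lipl-5* (log2 −0.68) and *cpr-6* (−0.56), and without N2 EV replicate 3 the count was 2. Without TU3401 EV replicate 3 or TU3401 *rpia-1* (RNAi) WL replicate 3, 1 gene passed in TU3401.

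**Figure D1:**
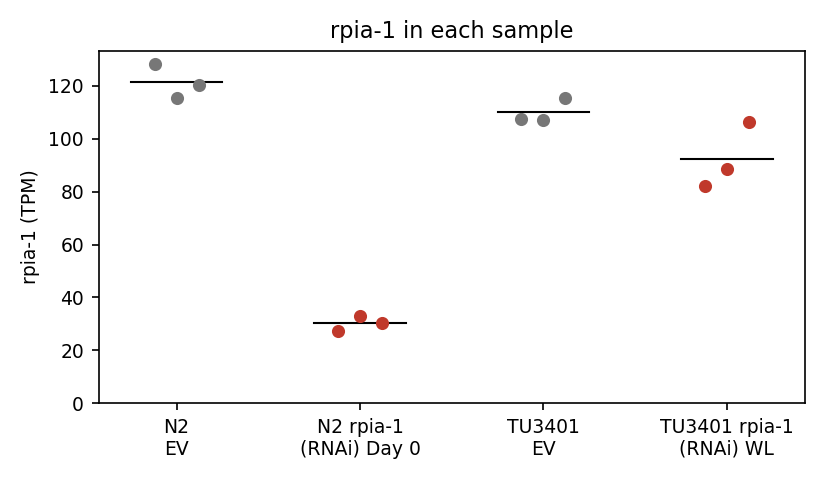
Level of *rpia-1* (TPM, vertical axis) in each of the 12 samples by group (horizontal axis), with points for samples and a line at the mean of each group. The 3 N2 knockdown samples sit between 27.5 and 32.8 TPM, and the 3 TU3401 knockdown samples between 82.0 and 106 TPM.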

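In TU3401, glutamate receptor genes lay on both sides of EV in the pan-neuronal knockdown. Of 19 receptor genes in the files, 8 reached a mean of 1 TPM in whole worms, and 5 of these were higher and 3 lower. The glutamate-gated chloride channel genes *glc-1* and *glc-4* were at 2.41 ± 0.232 and 2.02 ± 0.441 TPM with EV and at 1.95 ± 0.768 and 1.53 ± 0.633 TPM with the knockdown (SD, n = 3). The metabotropic receptor gene *mgl-2* was at 1.79 ± 0.346 and 2.00 ± 0.186 TPM (SD, n = 3). In the wider list of glutamate signalling, which adds transporters and enzymes, the glutamate transporter *glt-5* was at 2.05 ± 0.386 TPM with EV and 1.50 ± 0.495 TPM with the knockdown (SD, n = 3).

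The receptors' median log2 fold change was 0.01 (adjusted p = 0.86 from camera), and 0 of the 8 changed over all genes or adjusted over the list alone with limma, or had an unadjusted p under 0.05. Glutamate signalling had 11 of 23 genes higher, 12 lower and a median of −0.04 (adjusted p = 0.64 from camera), and 0 genes passed limma in either adjustment or had an unadjusted p under 0.05. The receptors' median was −0.31 in knockdown replicate 2 and 0.19 in replicate 3. Without replicate 3 of the knockdown, glutamate signalling fell by a median of 0.13 on the log2 scale (adjusted p = 0.032 from camera, in a range of 0.032 to 0.94 over the alternatives, and adjusted p = 0.70 with an estimated correlation). RNA of whole worms holds the transcripts of every tissue, so a change in a small set of neurons would be diluted.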

Consistent with our results mentioned above (Figure 5), IPA showed that both long-lived *rpia-1* knockdown strains exhibited the induction of several autophagy-related bio-functions as well as the activation of the autophagy process and phagosome formation (Figure S3A,B). Moreover, besides autophagy activation, canonical pathway analysis also showed that several longevity-related pathways, such as the AMPK pathway and sirtuin signaling pathway, were induced (Figure S3B).

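Most autophagy genes were slightly higher in both knockdowns. In N2, 24 of 28 were higher by a median log2 fold change of 0.05. This N2 median rested on replicate 1 of the knockdown and was −0.02 without it. In TU3401, 26 of 28 were higher by a median of 0.08. *lgg-1*, the worm's Atg8 protein of the autophagosome membrane (WBGene00002980, chromosome II from 6346960 to 6347719), was at 529 ± 34.2 TPM in N2 EV and 610 ± 133 TPM in the N2 knockdown (SD, n = 3), with 763 TPM in replicate 1. In TU3401 it was at 362 ± 16.7 and 365 ± 27.4 TPM (SD, n = 3). *sqst-1*, the p62 receptor for cargo of autophagy (WBGene00011737, chromosome IV from 12034282 to 12036891), was at 25.9 ± 5.22 and 32.3 ± 21.7 TPM in N2, with 57.3 TPM in replicate 1 of the knockdown, and at 19.5 ± 1.2 and 19.5 ± 5.79 TPM in TU3401 (SD, n = 3).

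Neither gene's difference passed limma (*lgg-1* log2 0.18 in N2 and 0.01 in TU3401, *sqst-1* 0.14 and −0.04, adjusted p = 1.00 for each from limma). As a list, the autophagy genes rose in N2 (adjusted p = 0.029 from camera, and adjusted p = 0.91 with an estimated correlation) and in TU3401 (adjusted p = 1.1e-03 from camera, and adjusted p = 0.98 with an estimated correlation). With limma, 0 members passed over all genes or adjusted over the list alone in either strain, and 0 had an unadjusted p under 0.05. Further members were *atg-7*, an E1-like enzyme of the pathway, at 58.5 ± 2.02 and 61.5 ± 1.62 TPM in N2, and *bec-1*, the Beclin gene, at 26.8 ± 3.21 and 30.0 ± 2.38 TPM in TU3401 (SD, n = 3). The list's median in N2 was 0.19 in knockdown replicate 1, which stands apart from the other N2 libraries, and −0.02 and −0.01 in replicates 2 and 3.

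Over the alternative settings the adjusted p from camera ran from 0.012 to 0.99 in N2 and from 2.8e-04 to 0.57 in TU3401. It ended the call without N2 knockdown replicate 1 (median −0.02, adjusted p = 0.99), N2 EV replicate 2 (0.099), N2 EV replicate 3 (0.10), TU3401 EV replicate 3 (0.23) or TU3401 knockdown replicate 2 (0.076). So did, in N2, FPKM (0.28), no filter (0.17), no mean-variance trend (0.056), sample weights (0.88) and a fit of all 12 libraries (0.057), and in TU3401 sample weights (0.57).

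**Figure D2:**
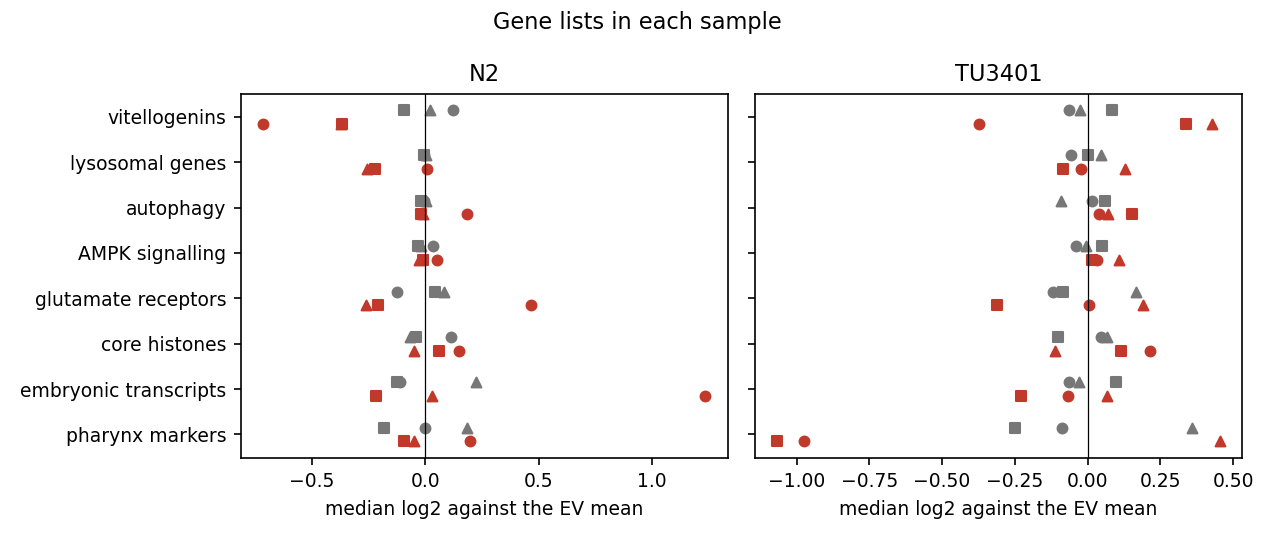
Median log2 of 8 gene lists in each library against the mean of the EV libraries (horizontal axes) in N2 and TU3401, with EV in grey, knockdown in red, and circles, squares and triangles for replicates 1, 2 and 3. Only tested genes are included, so the pharynx markers of N2 are 1 gene. Embryonic transcripts stand at 1.23 in N2 knockdown replicate 1, while the vitellogenins are below 0 in all 3 N2 knockdown libraries.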

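Genes of AMPK signalling, sirtuins and TOR signalling stayed close to their EV levels in both knockdowns. *aak-2*, the catalytic α subunit of AMPK (WBGene00020142, chromosome X from 16796087 to 16803398), was at 22.2 ± 0.746 TPM in N2 EV and 24.1 ± 2.44 TPM in the N2 knockdown, and at 15.9 ± 0.500 and 16 ± 1.67 TPM in TU3401 (SD, n = 3). The deacetylase gene *sir-2.1* was at 75.6 ± 0.602 and 75.9 ± 2.68 TPM in N2 (SD, n = 3). *rsks-1*, the S6 kinase downstream of TOR (WBGene00012929, chromosome III from 11245120 to 11252281), was at 117 ± 2.35 and 115 ± 1.93 TPM in N2 and at 95.1 ± 5.57 and 96.4 ± 5.64 TPM in TU3401 (SD, n = 3).

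Of the AMPK genes, 5 of 11 tested were higher in N2 (median log2 −0.01, adjusted p = 0.98 from camera) and 8 of 12 in TU3401 (median 0.05, adjusted p = 0.14 from camera). Among them, the kinase gene *par-4* upstream of AMPK was at 100 ± 7.28 and 95.8 ± 7.71 TPM in N2, and the regulatory subunit gene *aakg-1* at 28.7 ± 2.06 and 32.1 ± 2.47 TPM in TU3401 (SD, n = 3). Of 4 sirtuin genes, 2 were higher in each strain (medians −0.04 and −0.03, adjusted p = 0.98 and 0.86 from camera). For TOR signalling, 5 of 13 genes were higher in N2 (median −0.02, adjusted p = 0.98 from camera) and 11 of 13 in TU3401 (median 0.03, adjusted p = 0.074 from camera), where the kinase gene *let-363* itself was at 21.6 ± 1.83 and 23.6 ± 1.72 TPM (SD, n = 3). The TOR genes of TU3401 passed without EV replicate 1 (median 0.07, adjusted p = 0.042), EV replicate 2 (0.08, 0.045) or knockdown replicate 3 (0.09, 0.048), and in a fit of all 12 libraries (0.03, 0.032), in a range of 0.032 to 1.00 over the alternatives from camera. With an estimated correlation these 4 were lost (adjusted p = 0.92, 0.99, 0.70 and 0.98). With limma, 0 genes of the 3 lists passed over all genes or adjusted over the list alone in either strain, and 0 had an unadjusted p under 0.05. These values are transcript levels and carry no information on the phosphorylation by which AMPK and TOR act.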

In addition to IPA, we also conducted an over-representation analysis (ORA), which is the most broadly applied tool in RNA-seq analysis, to validate potential downstream target genes responsible for the induction of longevity-related molecular mechanisms. 

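Genes whose mean TPM differed by at least 2-fold between knockdown and EV were mostly genes at very low levels. In N2, 2497 genes were at least 2-fold higher and 1502 at least 2-fold lower in the knockdown, with median levels of 0.0953 and 0.0724 TPM. In TU3401, 1669 were higher and 2051 lower, with medians of 0.0591 and 0.0484 TPM. Genes of at least 5 TPM made up 50 and 5 of the N2 genes and 7 and 8 of the TU3401 genes. Protein-coding genes were 63.8% and 53.3% of the higher and lower genes in N2, and 40.7% and 33.7% in TU3401.

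The ratio was taken between the means of 3 samples over genes with a mean above 0 in both groups, with no test. Between pairs of EV libraries of N2, 72.0% of the genes under 1 TPM were counted as at least 2-fold apart, against 0.949% of those of at least 5 TPM. For TU3401 EV the shares were 74.3% and 1.26%. The count takes in every pair with a library at 0, even where both are at 0, so it overstates the shares under 1 TPM. With an adjusted p under 0.05 from limma added, 0 genes higher and 1 gene lower (*rpia-1*) remained in N2 and 0 and 0 in TU3401. With an unadjusted p under 0.05 the counts were 13, 6, 19 and 45. Most of the 2-fold genes could not pass, since genes under a mean of 1 TPM were not tested by limma. These were 92.5% and 98.1% of the higher and lower genes in N2, and 97.9% and 96.3% in TU3401. In 248 and 145 of the N2 genes and 156 and 256 of the TU3401 genes the knockdown and EV samples did not overlap, which chance gives in 10% of unselected genes of 3 against 3 samples without ties, while these were already selected for a 2-fold difference and some hold ties at 0. Replicate 1 of the N2 knockdown was the highest of the 6 N2 libraries for 73.5% of the 2497 higher genes, and without it 1195 genes were higher, 1021 of them the same genes.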

Before conducting the analysis, we set the threshold of expression level difference to two-fold for filtering; if the gene expression changes did not reach the threshold for a particular gene, we considered this gene to show no differential gene expression. By comparing the filtered gene sets of long-lived *rpia-1* knockdown strains, we found that 401 genes were up-regulated (Figure 7A) and 264 were down-regulated (Figure S4A). 

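The overlap of the filtered sets held 239 genes at least 2-fold higher and 202 genes at least 2-fold lower in both knockdowns. Genes that went opposite ways were as many, with 335 higher in N2 and lower in TU3401 and 127 lower in N2 and higher in TU3401. Of the genes higher in both, 95.8% had a mean under 1 TPM, as had 96.0% of those lower in both. Among genes with a mean of at least 5 TPM in both strains, only *plp-2* was 2-fold changed the same way in both. It was lower in both knockdowns, with 30.8 TPM in N2 EV replicate 2 and 15.9 TPM in TU3401 EV replicate 3 and 3.15 to 5.67 TPM in the other 10 libraries.

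Exclusive to N2 were 2258 higher and 1300 lower genes, and exclusive to TU3401 1430 higher and 1849 lower genes. Over 18642 genes with a mean above 0 in all 4 groups, independent sets would share 78.1 genes higher and 57.3 genes lower in both (one-sided Fisher's exact test across genes, p = 5.5e-61 and 7.0e-60), and 101 and 44.3 genes in the opposite directions (p = 1.1e-97 and 7.1e-28). Within 10 bins of mean TPM, the expected overlaps were 212 and 157 genes in the same direction and 284 and 117 in opposite directions. Genes are not independent replicates, so these p-values describe the sets only. Of the 239 genes and of the 202 genes, 0 had an adjusted p under 0.05 from limma in both strains. At an unadjusted p under 0.05 in both, 0 remained too. Genes under a mean of 1 TPM in a comparison were not tested there, so most of these genes could not pass. In the same sets, 1 and 2 genes had no overlap between the samples of the groups in both strains (chance gives 10% in each strain for unselected genes without ties). Counted with genes at 0 in 1 of the groups, the shared genes were 1054 and 690, and at a mean of at least 1 TPM they were 5 and 2. Without N2 knockdown replicate 1 the genes higher in both were 142, and without N2 knockdown replicate 2 or 3 those lower in both were 115 or 127.

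**Figure D3:**
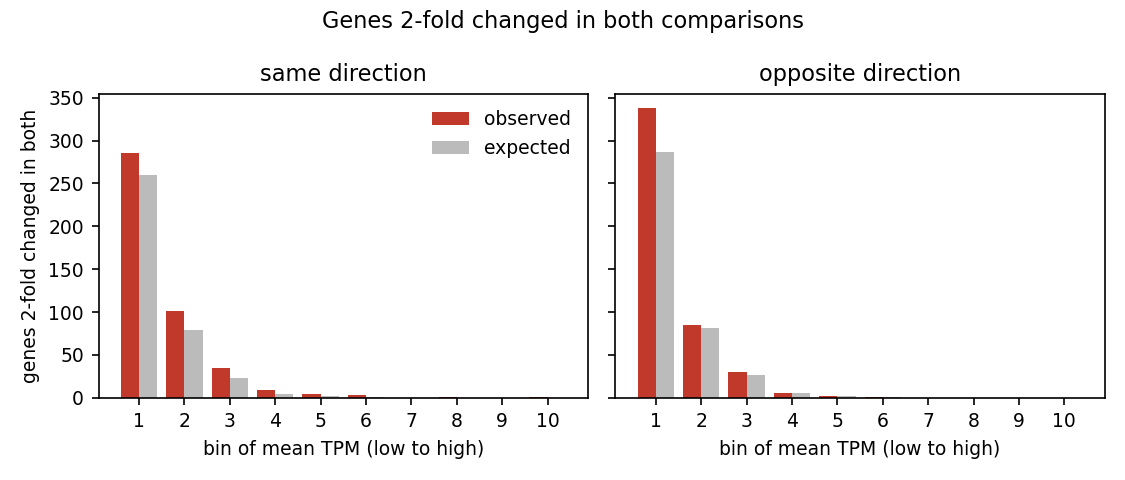
Number of genes at least 2-fold changed in both comparisons (vertical axis) in 10 bins of mean TPM from low to high (horizontal axis), for the same direction and for opposite directions, with observed counts in red and counts expected from the sets of each bin in grey. In both panels most genes lie in the lowest bins.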

Next, we compared the gene ontology (GO) term analysis results of these 401 up-regulated and 264 down-regulated genes and identified the gene classes in each group for further analysis. 

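Among the genes higher in both knockdowns, chemoreceptor genes were the gene list most often present. These encode the G protein-coupled receptors of sensory neurons, and 31 of the 324 that were detected in all 4 groups, such as *sra-37*, *srb-7*, *srb-8* and *srb-9*, were among the 239 genes, where 4.15 were expected regardless of level and 19.9 within 10 bins of mean TPM. They are at very low levels in whole worms, with a median of 0.0506 TPM. Genes of the DOT1 family, which methylate histone H3 at lysine 79, of other histone methyltransferases, of core histones, of fucosylation and of synaptic vesicle machinery had 0 members among the 239 genes and 0 among the 202 genes lower in both. These sets need a mean above 0 in all 4 groups, so *dot-1.2* and *gmd-2* could not enter them, and 3 DOT1 genes could. With genes at 0 counted, *dot-1.2* was among the genes higher in both and *gmd-2* among those lower in both, and the other members of these lists were in neither.

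Chemoreceptor genes were the only 1 of 60 lists over-represented among the shared genes (two-sided Fisher's exact test across genes, adjusted p = 1.3e-16), a test that does not account for level. The number of lists passing was 0 at a mean of at least 1 or 5 TPM and with 1 TPM added. It was 0 too with an unadjusted p from limma and without overlap between the groups, and all these settings leave few shared genes or none. The expectation within bins was computed after the values were seen. Among the genes lower in both there were 9, with 3.51 expected regardless of level and 18.6 within bins (adjusted p = 0.54 from Fisher's exact test). Chemoreceptor genes lower in both passed the threshold too without N2 EV replicate 3, TU3401 EV replicate 3, or TU3401 knockdown replicate 2 or 3. So they did with FPKM, with genes at 0 counted, with protein-coding genes only, and without both control libraries of another FPKM scale. Chemoreceptor genes made up 13.4% of the genes lower in N2 and higher in TU3401 (17 genes, 12.1 expected within bins) and 2.99% of those higher in N2 and lower in TU3401 (10 genes, 32.1 expected within bins), against 1.74% of the background.

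As lists over their tested members, the fucosylation genes had a median log2 fold change of 0.02 in N2 (4 of 6 higher, adjusted p = 0.98 from camera) and −0.05 in TU3401 (2 of 8 higher, adjusted p = 0.80 from camera). The N2 median was −0.077 without N2 knockdown replicate 1, −0.021 without N2 EV replicate 1 and −0.11 with sample weights, and the TU3401 median 0.0054 without EV replicate 3, 0.026 without knockdown replicate 2 and 0.098 with sample weights. The synaptic vesicle genes had medians of −0.03 (5 of 16 higher) and 0.02 (13 of 21 higher, adjusted p = 0.98 and 0.58 from camera), and 0 members of either list passed limma over all genes or adjusted over the list alone, or had an unadjusted p under 0.05. The GO terms of the paper were not available, so the lists stand in their place.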

We uncovered that the histone H3-K79 methylation may be an up-regulation-specific class (Figure 7B); on the other hand, fucosylation and synapse-related gene classes, which have not been reported to be associated with longevity, may be the down-regulation-specific classes (Figure S4B).

Histone H3-K79 methylation has been reported to be associated with longevity. Previous studies not only verified that the induction of H3-K79 methylation acts as a downstream process of AMPK-induced longevity, but they also revealed that the inhibition of H3-K79 methylation by inhibiting histone methyltransferases may interfere with longevity [53,54,55]. 

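*dot-1.2*, which the paper names as a histone methyltransferase for H3-K79 (WBGene00010067, chromosome X from 11867971 to 11869360), was close to the floor of detection in every library. In N2 it was listed at 0 in all 3 EV libraries and at 0, 0.112 and 0.0664 TPM in the 3 knockdown libraries. In TU3401 it was at 0.0592, 0 and 0.0272 TPM with EV and at 0, 0.347 and 0 TPM with the knockdown. The related gene *dot-1.1*, the most abundant of the family, had means of 87.7 and 87.2 TPM in N2 and 48.0 and 47.8 TPM in TU3401 with EV and the knockdown. *dot-1.4* had a mean of 1.50 TPM in N2 EV and 2.16 TPM in the N2 knockdown, with 2.91 TPM in replicate 1, and *dot-1.3* a mean of 1.6 TPM in TU3401 EV and 1.55 TPM in the TU3401 knockdown.

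The ratio of the means of *dot-1.2* was 4.02 in TU3401 and rested on replicate 2 of the knockdown, without which it was 0, and without TU3401 EV replicate 1 it was 8.52. No ratio can be given in N2 because EV is listed at 0. The difference had a two-sided p = 0.40 in N2 and 1.00 in TU3401 in the exact permutation test, where 0.10 is the smallest possible. Its mean was below the minimum for the limma test. In the DOT1 family, 3 genes could be tested in TU3401 (median log2 −0.0030, adjusted p = 0.91 from camera), with 0 passing limma in either adjustment and 0 at an unadjusted p under 0.05.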

The histone methyltransferase in *C. elegans* is encoded by *dot-1.2*, which was up-regulated in the long-lived *rpia-1* knockdown strains (Figure 7D). This may support our finding that the knockdown of *rpia-1* mediates lifespan through activating AMPK and might trigger H3-K79 methylation by increasing *dot-1.2* expression.

Along with the GO term analysis, we also conducted pathway analysis in 401 up-regulated genes and 264 down-regulated genes based on ORA. 

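In the TU3401 knockdown, 41 of 58 core histone genes tested were slightly higher, with a median log2 fold change of 0.09 (adjusted p = 0.013 from camera, and adjusted p = 0.98 with an estimated correlation), a call that was lost when any 1 of 3 among the 6 libraries was left out. In N2, 19 of 36 were higher and 17 lower. *his-9*, an H3 gene (WBGene00001883, chromosome II from 13823648 to 13824058), was at 1.06 ± 0.288 TPM in N2 EV and 1.40 ± 1.08 TPM in the N2 knockdown, with 2.60 TPM in replicate 1, and at 2.92 ± 0.347 and 3.76 ± 1.35 TPM in TU3401 (SD, n = 3). *his-58*, an H2B gene (WBGene00001932, chromosome IV from 11339735 to 11340106), was at 24.1 ± 4.07 and 22.7 ± 7.20 TPM in N2 and at 10.1 ± 2.30 and 13.6 ± 2.14 TPM in TU3401 (SD, n = 3). *his-43*, an H2A gene (WBGene00001917, chromosome II from 13827326 to 13827709), was at 0.423 ± 0.0713 and 0.629 ± 0.425 TPM in N2 and at 3.96 ± 0.540 and 4.45 ± 0.400 TPM in TU3401 (SD, n = 3).

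The ratios of the means were 1.32 and 1.29 for *his-9*, 0.944 and 1.35 for *his-58* and 1.49 and 1.1 for *his-43* in N2 and TU3401. None passed a test (adjusted p = 1.00 from limma for *his-9* and *his-58* in both strains and *his-43* in TU3401, and exact permutation test, two-sided p = 0.50, for *his-43* in N2). The ratio of *his-9* in N2 was 0.761 without knockdown replicate 1, and that of *his-58* was 1.02 without knockdown replicate 1, 1.04 without knockdown replicate 3 and 1.05 without EV replicate 1.

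In N2 the median of the list was 0.07 (adjusted p = 0.54 from camera), which turned to −0.16 with FPKM, −0.044 at a mean of at least 5 TPM, −0.048 with sample weights and −0.0015 without knockdown replicate 1. With limma, 0 members passed over all genes or adjusted over the list alone in either strain, and 0 had an unadjusted p under 0.05. Linker histone genes had medians of 0.15 in N2 (7 of 8 higher, adjusted p = 0.24 from camera) and −0.09 in TU3401 (2 of 7 higher, adjusted p = 0.20 from camera), and *hil-2* and *his-24* were at 261 and 541 TPM in N2 knockdown replicate 1, against means of 81.1 and 126 TPM with EV. Without this library the N2 median of the linker histones was −0.12, and with FPKM they passed camera (0.09, adjusted p = 3.8e-03, and adjusted p = 0.84 with an estimated correlation). The core histone list, matched by gene name, holds the linker histone gene *his-24* too. The call of the core histones in TU3401 was lost without TU3401 EV replicate 2 (adjusted p = 0.41) or knockdown replicate 1 (0.68) or 2 (0.43), or with no filter (0.14), in a range of 5.5e-08 to 0.68 over the alternatives.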

By KEGG, Panther, and Reactome pathway analyses, we found that histone genes, including *his-9*, *his-58*, and *his-43*, were up-regulated in long-lived *rpia-1* knockdown strains (Figure 7C,E). Previous studies and our studies have demonstrated that the elevation of histone gene expression extends the lifespan in both *Drosophila* and *C. elegans* [56,57]. Moreover, the study in *Drosophila* mentioned that histone overexpression extends lifespan through the sirtuin signaling pathway, which also echoes our IPA results, suggesting that *his-9*, *his-58*, and *his-43* might be potential downstream target genes in *rpia-1* knockdown-mediated lifespan regulation. Unlike up-regulated gene sets, pathway analysis in down-regulated gene sets exhibited a weak connection to longevity. Three genes were identified by pathway analysis, including *gmd-2*, *ZK697.8*, and *scl-14* (Figure S4C,D). 

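The genes *gmd-2*, *ZK697.8* and *scl-14* had under 0.2 TPM in every library. *gmd-2* encodes a GDP-mannose dehydratase of GDP-fucose synthesis (WBGene00010166, chromosome I from 12292202 to 12293936), and in TU3401 it was at 0.172, 0.165 and 0.188 TPM with EV and at 0, 0 and 0.0603 TPM with the knockdown. *scl-14*, a gene of the SCP-like extracellular proteins (WBGene00008625, chromosome IV from 13165481 to 13166815), was at 0.0812, 0.116 and 0.0789 TPM with EV and at 0.0176, 0 and 0 TPM with the knockdown in TU3401. *ZK697.8*, which encodes a transthyretin-related protein (WBGene00022808, chromosome V from 1748432 to 1749153), was at 0, 0.158 and 0 TPM with EV and listed at 0 in all 3 knockdown libraries of TU3401. In N2, all 3 genes were listed at 0 in every knockdown library, while the EV libraries had 0, 0.0312 and 0 TPM of *gmd-2*, 0.149, 0 and 0.0389 TPM of *ZK697.8* and 0, 0.0133 and 0.111 TPM of *scl-14*.

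In TU3401 the ratios of the means were 0.115 for *gmd-2* and 0.0639 for *scl-14*, and the knockdown samples of both lay below all EV samples (exact permutation test, two-sided p = 0.10, the smallest possible). The ratio of *gmd-2* was 0 without TU3401 knockdown replicate 3, and that of *scl-14* was 0 without replicate 1. In N2, and for *ZK697.8* in TU3401, the knockdown groups are listed at 0, and the exact p was 0.40 or 1.00. With genes at 0 counted, all 3 genes were among those at least 2-fold lower in both. At such levels 2-fold differences arise between EV libraries too, although the TU3401 EV values of *gmd-2* and of *scl-14* lay within 2-fold of each other. In the main fit no limma test was made under a mean of 1 TPM. Without the filter, their log2 fold changes in TU3401 were −0.20 (standard error 0.027) for *gmd-2* and −0.12 (standard error 0.017) for *scl-14*.

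The wider families had 52 transthyretin-related genes tested in TU3401 (15 higher, median log2 −0.05, adjusted p = 0.14 from camera) and 40 in N2 (24 higher, median 0.09, adjusted p = 0.98 from camera). The N2 value was −0.27 without knockdown replicate 1, in which the list stood at 0.89, and 0.35 without replicate 2. The TU3401 value was 0.11 without EV replicate 3, and −0.13, −0.17 and −0.28 without EV replicate 1, EV replicate 2 or knockdown replicate 3, and these 6 values passed camera. None of the 6 did with an estimated correlation (adjusted p = 0.39 and 0.93 in N2 and 1.00, 0.92, 0.99 and 0.70 in TU3401). The list also passed camera in N2 with FPKM or sample weights (adjusted p = 0.013 and 0.044) and in TU3401 at a mean of at least 5 TPM (0.011). With limma, 0 of these genes passed over all genes or adjusted over the list alone, with 1 in TU3401 and 0 in N2 at an unadjusted p under 0.05. From the genes 2-fold higher in both knockdowns, the paper proposes that the histone genes might be potential downstream targets in the effect of *rpia-1* knockdown on lifespan, and that the knockdown might trigger H3-K79 methylation through *dot-1.2*. It states that the gene sets lower in both were only weakly connected with longevity.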

Although *gmd-2* is involved in fructose and mannose metabolism, and *scl-14* is involved in the PI3 kinase pathway, they were not reported to be associated with longevity. *ZK697.8* encodes the protein transthyretin, which is associated with neurodegenerative diseases and has been reported to negatively regulate lifespan in *Drosophila* [58]. Altogether, RNA-seq analyses not only support our results mentioned above but also uncover more potential downstream target genes worthy of further investigation.

## 4. Discussion

In this study, we found that the reduction in *rpia-1* improves longevity, enhances oxidative stress tolerance, and alleviates neuronal polyglutamine toxicity in *C. elegans*. Furthermore, we provided evidence that this phenomenon of lifespan and healthspan regulation may be attributed to the elevation of NADPH levels, activation of autophagy and AMPK pathways, and inhibition of the TOR pathway (Figure 8). In addition, we confirmed that the knockdown of *rpia-1* in certain spatial and temporal conditions can lead to the largest amount of lifespan extension. Although we were not able to detect lifespan extension in *rpia-1* CRISPR knockout strains, our results revealed that ubiquitous knockdown of *rpia-1* in the post-developmental stage prolongs lifespan. Despite our previous study showing that the *Drosophila* hypomorph *Rpi* mutant displays an extended lifespan [22], *rpia-1* knockout mutants did not exhibit lifespan extension. This discrepancy may be due to the different levels of reduction in *rpia-1* expression levels. As the *rpia-1* knockout mutants showed developmental delay (Figure S1C), which did not occur in the *Drosophila* hypomorph mutant, the *rpia-1* null mutation might possess a negative effect on physiological regulation during development. However, *rpia-1* knockdown by feeding *rpia-1* dsRNA-containing bacteria starting at the embryonic stage also failed to prolong lifespan. Thus, instead of feeding bacteria at the embryonic stage, we postponed the onset of knockdown to the post-developmental stage with the purpose of preventing *rpia-1* down-regulation from affecting development. The outcome showed that the knockdown of *rpia-1* after the developmental stage indeed extended lifespan, supporting our hypothesis. The correlation between PPP and development has not been established in animals, whereas PPP has been associated with cancer metabolism and cell survival [25,59,60]. Since PPP is not only involved in glucose catabolism, and the metabolites generated by this process, such as NADPH, also help in detoxifying intracellular reactive oxygen species, PPP plays vital roles in cancer development and survival [61]. A previous study in *Arabidopsis* reported that the dysregulation of PPP disrupts development and that ribose-5-phosphate (which is generated by RPIA) is essential in embryonic development [62]. These findings support our observation that the lack of *rpia-1* during development may disrupt larvae growth and might disrupt the *rpia-1*-mediated longevity effect in *C. elegans*.

Besides the temporal aspects, spatial aspects also mattered in *rpia-1*-mediated longevity. Consistent with our previous findings in *Drosophila* [22]*,* we also observed the highest levels of lifespan extension in worms with neuron-enhanced knockdown of *rpia-1*. In order to in depth examine which specific neuron cell type is the most crucial in *rpia-1*-mediated lifespan regulation, we conducted lifespan experiments in neuron cell-type-specific knockdown strains [44]. Intriguingly, we identified two specific cell types, glutamatergic and cholinergic neurons, which were responsible for longevity regulation. These neurons are also known as excitatory neurons, where the action potential of presynaptic neurons may increase the potential action of postsynaptic neurons. Neuron excitation consumes nearly 80–85% of the ATP generated to pass neural signals; thus, the rates of the TCA cycle and glucose oxidation, which are the major pathways to generate ATP, increase the most in excitatory neurons, especially in glutamatergic neurons [63]. Therefore, reducing *rpia-1* in excitatory neurons sustains the PPP in the oxidative phase and produces fewer non-oxidative-phase metabolites, which might affect the process of excitatory neurotransmission and suppress neuron excitation. The role of excitatory neuron suppression in longevity has been reported by a previous study, where genetic inhibition of neural excitation resulted in lifespan extension in both rodents and worms [64]. Along with our experimental results, we proposed the hypothesis that the down-regulation of *rpia-1* might reduce the production of energy in excitatory neurons and suppress neural excitation by inhibiting metabolic processes in excitatory neurons. This hypothesis is partially supported by our IPA results which indicated a reduction in glutamate receptor signaling (Figure S2B); however, further investigations will be needed to test this hypothesis in the future.

Aside from the knockdown of *rpia-1*, we also generated strains with *rpia-1* overexpression by extrachromosomal array and investigated whether *rpia-1* overexpression may negatively affect longevity. By overexpressing *rpia-1* under its endogenous promoter, we were able to observe lifespan changes that were specifically attributable to *rpia-1* overexpression, without ectopic effects (Figure S5A,B). Overexpression of *rpia-1* showed lifespan reduction in worms (Figure S5C,D). Although the outcome matched our expectations, it did not match our previous findings that *Rpi* overexpression in *Drosophila* did not affect lifespan [22]. This discrepancy might be due to the difference between the promoters. In our previous study, we overexpressed the coding sequence of *Rpi* using ubiquitous and pan-neuronal promoters in *Drosophila*, whereas we overexpressed the genomic sequence of *rpia-1* under its own endogenous promoter in this study. Thus, the ectopic expression and the extent of expression levels may be the main factor leading to this difference.

Our experimental results demonstrated a novel molecular mechanism, besides NADPH elevation, involved in *rpia-1*-mediated longevity effects, that is, the activation of autophagy. The up-regulation of autophagy has been considered beneficial to longevity [10]. Numerous longevity-associated treatments result in increased autophagy, such as caloric restriction, hormetic heat shock, and mitochondrial hormesis [49,65,66]. Moreover, these findings even point out that several longevity-related molecular mechanisms prolong lifespan by activating the AMPK pathway and inhibiting the TOR pathway [67]. The reduction of human RPIA in different cancer cell types, including HeLa cells, pancreatic cancer cells, and lung cancer cells, induces autophagic flux and promotes tumor progression by regulating redox signaling [24,25,68]. Therefore, this evidence prompted us to investigate whether *rpia-1*-mediated longevity also required the induction of autophagy. Our results confirmed our speculation that autophagy induction is involved in *rpia-1* knockdown-mediated lifespan regulation.

As the AMPK and TOR pathways are the major upstream mechanisms regulating autophagy [67] and are associated with cellular energy homeostasis [5], we also wondered if these pathways affected *rpia-1* knockdown-mediated longevity. Both our experimental results and RNA-seq analysis suggested that these two pathways were involved in *rpia-1* knockdown-mediated longevity. Furthermore, this evidence implied that the AMPK pathway might have the most crucial role in this manipulation. Acting as a kinase in the process of balancing ATP and AMP, the major function of AMPK is to manipulate energy homeostasis. The third enzyme of oxidative phase of PPP (oxiPPP), 6-phosphogluconate dehydrogenase (6-PGD), which can produce ribulose-5-phosphate (Ru-5-P) from 6-phosphogluconate (6-PG), has been shown to inhibit AMPK activity through producing Ru-5-P to disrupt LKB1 complex [69]. The knockdown of the second enzyme of oxiPPP, 6-phosphogluconolactonase (PGLS), increases the generation of the byproduct γ-6-phosphogluconolactone (γ-6PGL), which binds to Src to trigger protein phosphatase 2A (PP2A) recruitment and phosphorylation, and eventually causes AMPK activation [70,71].

According to the evidence above, we proposed that *rpia-1* mediates lifespan through two major mechanisms to regulate the activation of the AMPK pathway, that is, the reduction of nucleotide synthesis and the phosphorylation of PP2A (Figure S6) [70]. Previous studies on pancreatic ductal adenocarcinoma have revealed that deregulation of RPIA reduces nucleotide synthesis [72], which triggers activation of the AMPK pathway in response to the low energy status in cells and may benefit longevity [73,74,75]. On the other hand, the deregulation of *Rpi* in our previous work resulted in the activation of G6PD activity [22], which may increase the production of δ-6PGL. While the δ-6PGL is transformed into a byproduct, γ-6PGL, it induces the phosphorylation of PP2A and eventually leads to AMPK pathway activation. Accompanying the activation of AMPK and the preservation of oxiPPP, the NADPH may accumulate, the TOR pathway may be inhibited, and autophagy flux may be enhanced. Nevertheless, this hypothesis requires more supporting evidence in future experiments which may focus on the role of the intervention of oxiPPP-AMPK in longevity.

## 5. Conclusions

In sum, our results support that the longevity effects mediated by *rpia-1* reduction could be evolutionarily conserved. Not only did the knockdown of *rpia-1* enhance oxidative stress tolerance and ameliorate neural polyglutamine toxicity but it also prolonged the lifespan in worms (Figure 8) as well as in flies. Moreover, we also validated the spatial and temporal effects of *rpia-1* knockdown in lifespan regulation. That is, knocking down *rpia-1* ubiquitously in the post-developmental stage or specifically, in excitatory neurons can both extend lifespan. Additionally, we elucidated the molecular mechanisms crucial for *rpia-1* knockdown-mediated lifespan extension, such as the activation of the AMPK pathway and autophagy, or the inhibition of TOR. These findings suggest that *rpia-1* knockdown-mediated longevity is an evolutionarily conserved phenomenon, which may indicate that the regulation of *rpia-1* can be a potential strategy to improve healthspan and ameliorate aging.

## Figures and Tables

**Figure 1:**
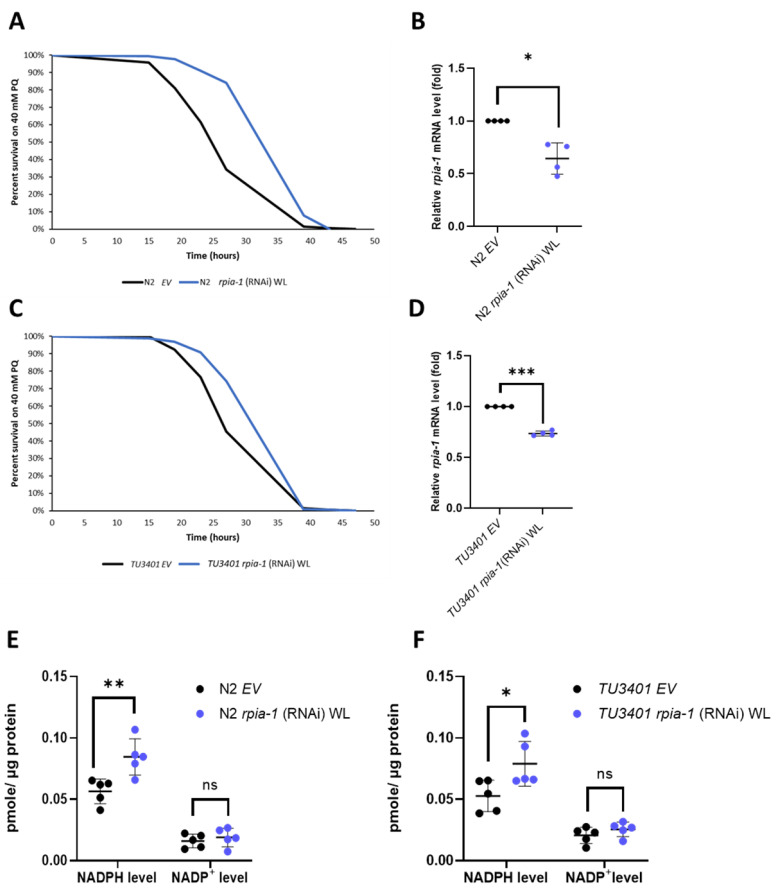
Ubiquitous and pan-neuronal knockdown of *rpia-1* increases oxidative stress tolerance and NADPH levels. (**A**) Whole-life (WL) ubiquitous knockdown of *rpia-1* in wild type N2 resulted in 22.3–32.7% increase in mean survival time under 40 mM paraquat treatment compared with the controls (***, *p* < 0.001, by log-rank test). (**B**) Quantitative RT-qPCR showed reduced *rpia-1* levels (0.6-fold) in worms with whole-life ubiquitous knockdown of *rpia-1* (*, *p* < 0.05, by *t*-test). (**C**) Whole-life pan-neuronal knockdown of *rpia-1* in TU3401 resulted in a 12.7%–14.5% increase in mean survival time under 40 mM paraquat treatment compared with the controls (***, *p* < 0.001, by log-rank test). (**D**) Quantitative RT-qPCR results displayed lowered *rpia-1* levels (0.75-fold) in worms with whole-life pan-neuronal knockdown of *rpia-1* (***, *p* < 0.001, by *t*-test). (**E**,**F**) Both whole-life ubiquitous and pan-neuronal knockdown of *rpia-1* resulted in a 1.5-fold increase in NADPH levels compared with the controls (*, *p* < 0.05; **, *p* < 0.01, by *t*-test).

**Figure 2:**
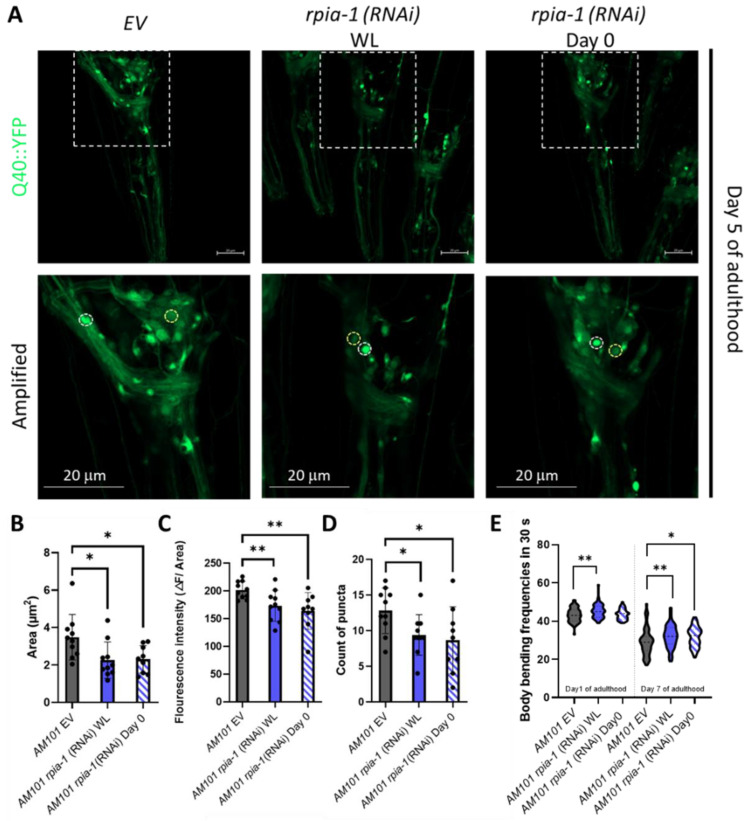
Knockdown of *rpia-1* alleviates polyglutamine toxicity in neurons. (**A**–**D**) Knockdown of *rpia-1* in neuronal polyQ pathogenesis model, AM101, initiated at the whole-life (WL) and at post-developmental stage (Day 0) both reduced puncta area, fluorescence intensity, and puncta count (*, *p* < 0.05; **, *p* < 0.01, by *t*-test). (**E**) The deteriorated body bending rate due to polyQ aggregation may be alleviated by knockdown of *rpia-1* initiated the whole-life (WL) and at post-developmental stage (Day 0) (*, *p* < 0.05; **, *p* < 0.01, by *t*-test and ANOVA).

**Figure 3:**
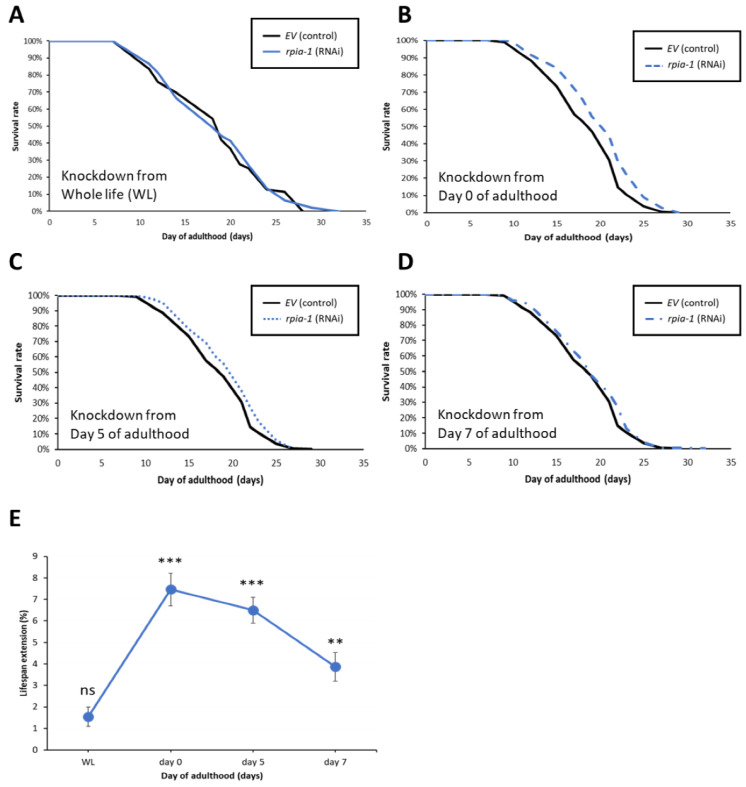
Knockdown of *rpia-1* after developmental stage prolongs lifespan. In these lifespan experiments, solid black line represents the control group, and different blue lines represent the *rpia-1* knockdown groups initiate at different time stage. (**A**) Ubiquitous knockdown of *rpia-1* starting at the embryonic stage caused no lifespan extension, whereas (**B**–**D**) knockdown of *rpia-1* after developmental stage at day 0, day 5, and day 7 resulted in 7.5%, 6.5%, and 3.9% in mean lifespan extension, respectively (**, *p* < 0.01; ***, *p* < 0.001, by log-rank test). (**E**) Among the three different time points of onset of *rpia-1* knockdown, the knockdown initiated on day 0 resulted in the largest amount of lifespan extension.

**Figure 4:**
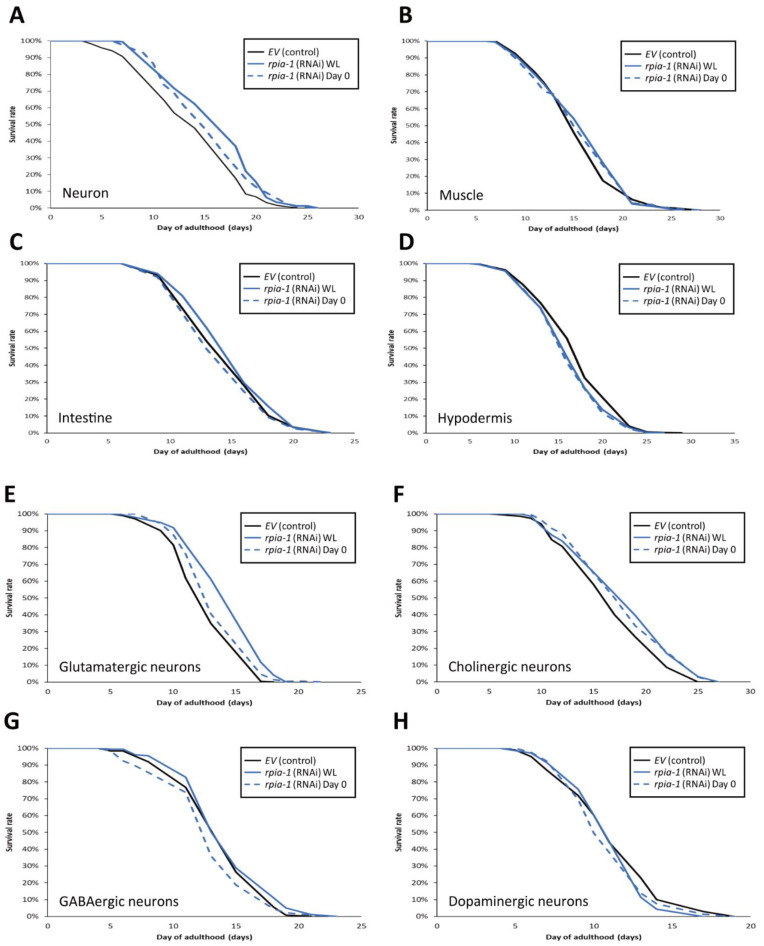
Knockdown of *rpia-1* in glutamatergic or cholinergic neurons prolongs lifespan. In these lifespan experiments, all solid black lines represent control group, and blue lines *rpia-1* knockdown groups. The solid blue lines indicate *rpia-1* knockdown from embryonic stage (WL) and blue dashed lines from day 0 of adulthood. (**A**) Knockdown of *rpia-1* in neurons starting at the embryonic (WL) and post-developmental (Day 0) stages extended the mean lifespan by 13.7% and 5.2%, respectively. (**B**,**C**) Knockdown of *rpia-1* in muscle or intestine showed no effects on lifespan independent of the time of knockdown initiation (since embryonic (WL) or post-developmental (Day 0) stages). (**D**) Knockdown of *rpia-1* in hypodermis shortened the mean lifespan by 4.6% and 5.1% when initiated at the embryonic or post-developmental stages, respectively. (**E**) Knockdown of *rpia-1* in glutamatergic neurons starting from the embryonic or post-developmental stages extended the mean lifespan by 13.4% and 5.7%, respectively. (**F**) Knockdown of *rpia-1* in cholinergic neurons starting from the embryonic or post-developmental stages extended the mean lifespan by 7% and 7%. (**G**,**H**) Knockdown of *rpia-1* in GABAergic or dopaminergic neurons did not affect lifespan regardless of the time of knockdown initiation (since embryonic or post-developmental stages).

**Figure 5:**
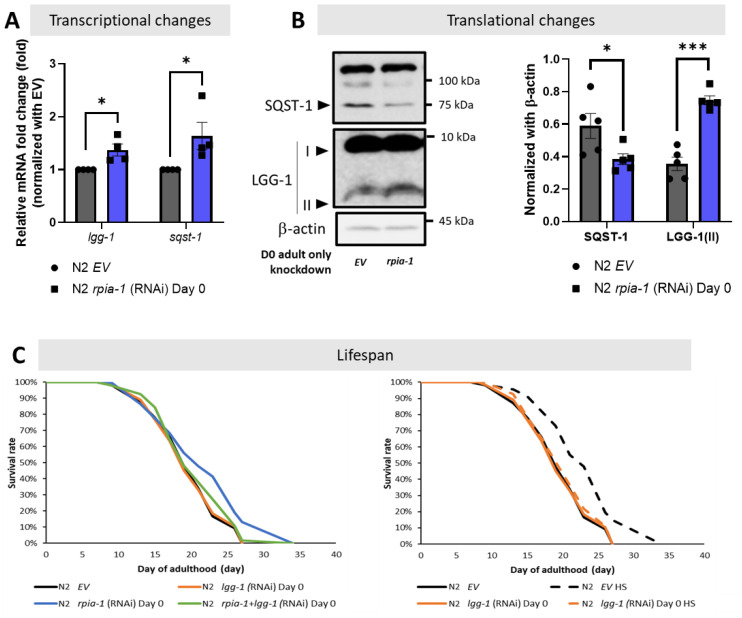
Knockdown of *rpia-1* prolongs lifespan by inducing autophagy. (**A**) By conducting qPCR analysis, the transcriptional levels of autophagy-related marker genes *lgg-1* and *sqst-1* were significantly induced when *rpia-1* was ubiquitously reduced (*, *p* < 0.05; ***, *p* < 0.001, by *t*-test). (**B**) By Western blotting analysis, significantly reduced SQST-1 level and increased LGG-1-II level were detected upon *rpia-1* knockdown ubiquitously (*, *p* < 0.05; ***, *p* < 0.001, by *t*-test). (**C**) (In left panel) Ubiquitous knockdown of *rpia-1* from day 0 of adulthood (blue solid line) extended the mean lifespan by 11.6%, whereas the knockdown of *lgg-1* from day 0 of adulthood (orange solid line) which suppresses autophagy, ablated the *rpia-1* -mediated lifespan extension (green solid line) (***, *p* < 0.001, by log-rank test). (In right panel) Knockdown efficiency of *lgg-1* on lifespan assay was confirmed by *lgg-1* knockdown before hormetic heat shock treatment in wild-type N2 strain, which was reported to extend lifespan through the induction of autophagy. Hormetic heat shock treatment prolonged the mean lifespan by 19.2% (black dashed line), but the lifespan extension was ablated by concomitant *lgg-1* knockdown (orange dashed line) (***, *p* < 0.001, by log-rank test).

**Figure 6:**
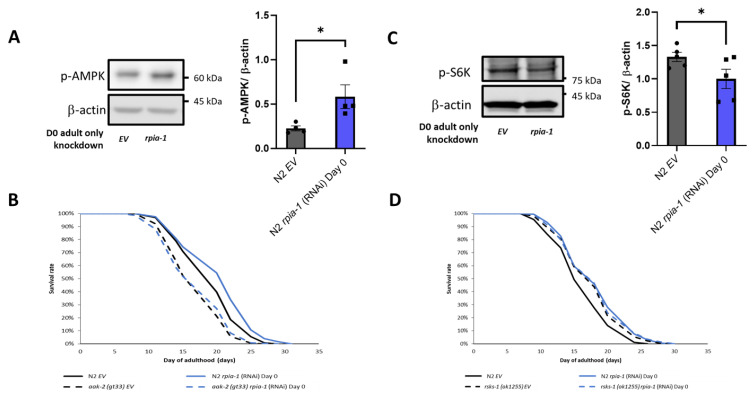
Knockdown of *rpia-1* prolongs lifespan through inducing AMPK pathway and reducing TOR pathway. (**A**) Western blotting results showed that ubiquitous knockdown of *rpia-1* starting at post-developmental stage elevated p-AMPK levels, indicating increased AMPK pathway activity (3-fold increase; *, *p* < 0.05, by *t*-test). (**B**) Ubiquitous knockdown of *rpia-1* from day 0 of adulthood in wild type N2 strain prolonged the mean lifespan by 6.7% (blue solid line); in contrast, ubiquitous knockdown of *rpia-1* in short-lived *aak-2 (gt33)* strain (black dashed line, −10.7%) failed to induce lifespan extension (blue dashed line). (**C**) Western blotting results showed that ubiquitous knockdown of *rpia-1* starting at post-developmental stage reduced levels of p-S6K, a marker of TOR pathway activity (0.8-fold; *, *p* < 0.05, by *t*-test). (**D**) Ubiquitous knockdown of *rpia-1* in wild type N2 strain prolonged the mean lifespan by 11.4% (blue solid line); in contrast, ubiquitous knockdown of *rpia-1* in long-lived *rsks-1 (ok1255)* strain (black dashed line, 7.8%) did not further extend the long-lived lifespan in *rsks-1 (ok1255)* strain (blue dashed line).

**Figure 7:**
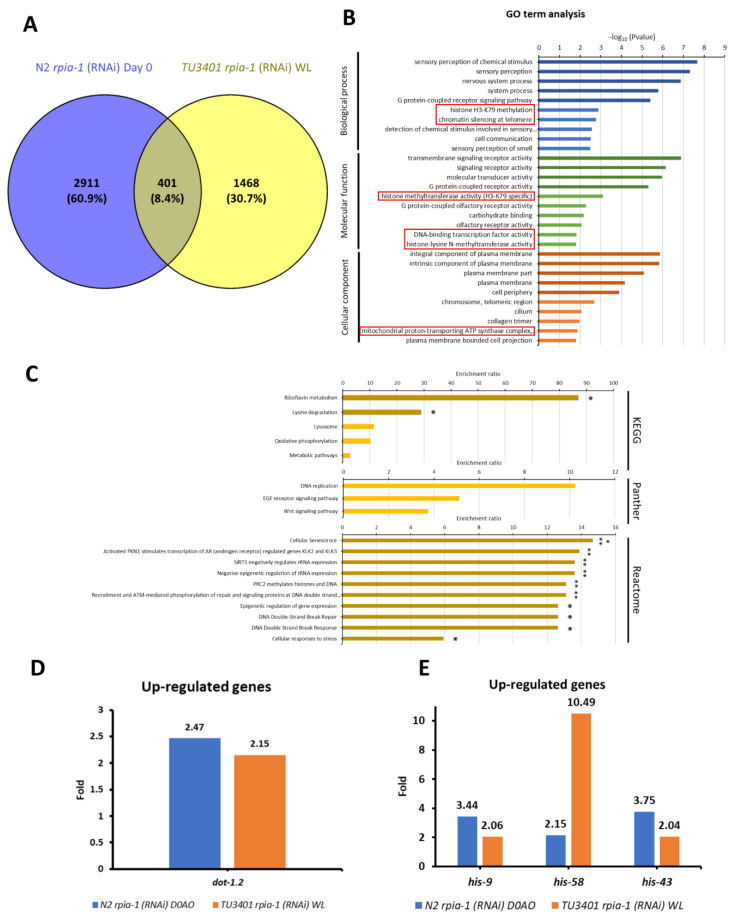
ORA analysis identifies potential up-regulated target genes that may be involved in *rpia-1* knockdown-mediated longevity. Before conducting ORA analysis, we set the threshold for change in gene expression levels to two-fold to filter out genes that showed smaller changes in expression. (**A**) 401 genes were identified as up-regulated in worms with both ubiquitous and pan-neuronal knockdown of *rpia-1*, and these 401 genes were applied to conduct further ORA analysis by WebGestalt. For (**B**,**C**), the data presented are log-transformed *p*-value (FDR corrected) of GO terms or pathways found to be enriched in the up-regulated gene set. (**B**) GO term analysis revealed the gene classes with significant changes. The red frames indicate the classes which were specifically found among the up-regulated gene sets. (**C**) Pathway analyses results including KEGG, Panther, and Reactome. Each pathway enrichment analysis showed the enrichment ratio of the pathway. The bars with darker colors indicated the gene set of pathways was significantly induced. (*, *p* < 0.05; **, *p* < 0.01 by Fisher’s exact test). (**D**) The gene was identified by GO-term analysis. (**E**) The genes identified by GO-term analysis. In (**D**,**E**), blue bars indicate changes in gene expression levels upon ubiquitous *rpia-1* knockdown; orange bars indicate those upon pan-neuronal *rpia-1* knockdown.

**Figure 8:**
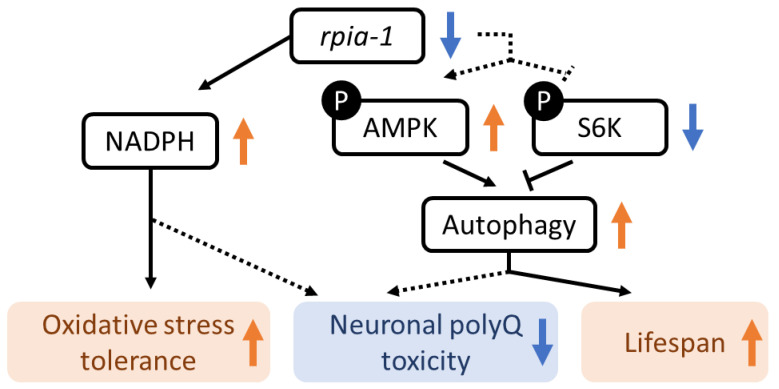
The mechanism of *rpia-1*-mediated lifespan regulation and oxidative stress response in *C. elegans.* The down-regulation of *rpia-1* results in the elevation of NADPH level, which also benefits oxidative stress tolerance improvement. Moreover, according to previous studies, the elevation of NADPH might benefit the amelioration of aggregated neuronal polyQ implying that *rpia-1* reduction-induced neuronal polyQ aggregation alleviation might be attributed to NADPH level. Still, further experiment is required. In addition, *rpia-1* reduction positively regulates the AMPK pathway and negatively regulates the TOR pathway, which induces autophagy and eventually leads to lifespan extension in *C. elegans.* Besides lifespan extension, the neuronal polyQ aggregation might also be alleviated by *rpia-1*-mediated autophagy induction.

**Table 1:** Tissue-specific strain information.

Strain Name	Genotype and Description	Regulated Genes/Longevity Effects	Reference
TU3401	*uIs69 [pCFJ90 (myo-2p::mCherry) + unc-119p::sid-1].* Neuron-hypersensitive knockdown line.	*daf-2*↓/lifespan↑; *daf-16*↓/lifespan↓	[40]
WM118	*neIs9 [myo-3::HA::RDE-1 + rol-6(su1006)].* Muscle-specific knockdown line.	*kin-1*↓/lifespan↑; *kin-2*↓/lifespan↓	[41]
VP303	*kbIs7 [nhx-2p::rde-1 + rol-6(su1006)].* Intestine-specific knockdown line.	*rpc-1*↓/lifespan↑	[42]
NR222	*kzIs9 [(pKK1260) lin-26p::NLS::GFP + (pKK1253) lin-26p::rde-1 + rol-6(su1006)].* Hypodermis-specific knockdown line.	*pry-1*↓/lifespan↓	[43]

**Table 2:** Neuron cell-type-specific strain information.

Strain Name	Genotype and Description	Regulated Genes/Longevity Effects	Reference
XE1582	*wpSi11 [eat-4p::rde-1::SL2::sid-1 + Cbr-unc-119(+)] II*. Glutamatergic neuron-specific knockdown line.	*cbp-1*↓/lifespan↓	[45]
XE1581	*wpSi10 [unc-17p::rde-1::SL2::sid-1 + Cbr-unc-119(+)] II.* Cholinergic neuron-specific knockdown line.		
XE1375	*wpIs36 [unc-47p::mCherry] I. wpSi1 [unc-47p::rde-1::SL2::sid-1 + Cbr-unc-119(+)] II.* GABAergic neuron-specific knockdown line.		
XE1474	*wpSi6 [dat-1p::rde-1::SL2::sid-1 + Cbr-unc-119(+)] II.* Dopaminergic neuron-specific knockdown line.		

## Data Availability

The RNA-seq data can be downloaded at the following website: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216697, with the secure token “gtcdgeagzjitpgb“, accessed on 31 May 2023.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/antiox12010124/s1. Figure S1. CRISPR knockout of *rpia-1* mutants did not affect lifespan but resulted in developmental delay. Figure S2. IPA analysis provides biological functions and canonical pathways which are affected by knockdown of *rpia-1*. Figure S3. IPA analysis provides bio-functions and canonical pathways affected by knockdown of *rpia-1*. Figure S4. ORA analysis identifies potential down-regulated downstream target genes, which may be involved in *rpia-1* knockdown-mediated longevity effect. Figure S5. Overexpression of *rpia-1* shortens lifespan. Figure S6. Hypothesis of *rpia-1* downregulation mediating longevity through activating AMPK pathway.

# Supplementary material for: Reduced Ribose-5-Phosphate Isomerase A-1 Expression in Specific Neurons and Time Points Promotes Longevity in Caenorhabditis elegans
**Source:** Antioxidants (Basel). 2023 Jan 4;12(1):124. doi: 10.3390/antiox12010124
**Supplement:** Supplementary file 1

Supplementary data

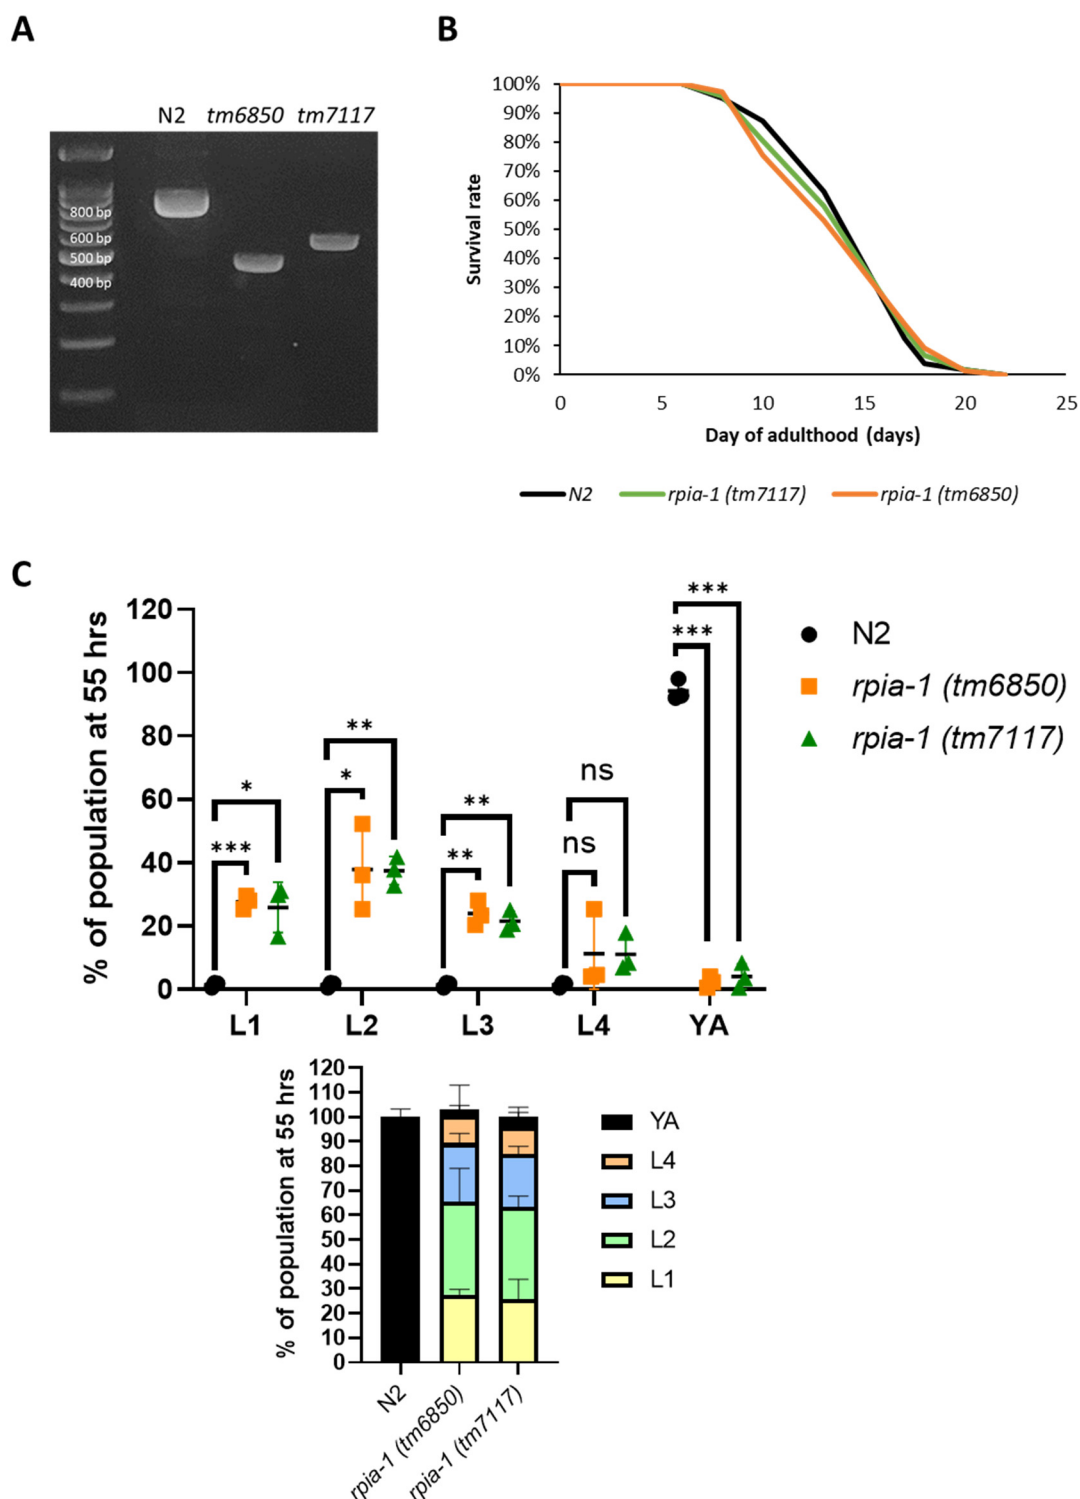

Figure S1. CRISPR knockout of *rpia-1* mutants *tm6850* and *tm7117* did not affect lifespan but exhibit developmental delayed phenotype. (A) PCR verification of the two CRISPR knockout mutants showed depletion of *rpia-1* genomic sequence. (B) CRISPR knockout mutants displayed no lifespan changes compare to N2 control (N.S., $p > 0.05$, by Log-rank test). (C) Both *rpia-1* mutants exhibited developmental delayed phenotype ($p < 0.05$ *, $p < 0.01$ ** and $p < 0.001$ ***). The statistical analysis was conducted by t-test and ANOVA).

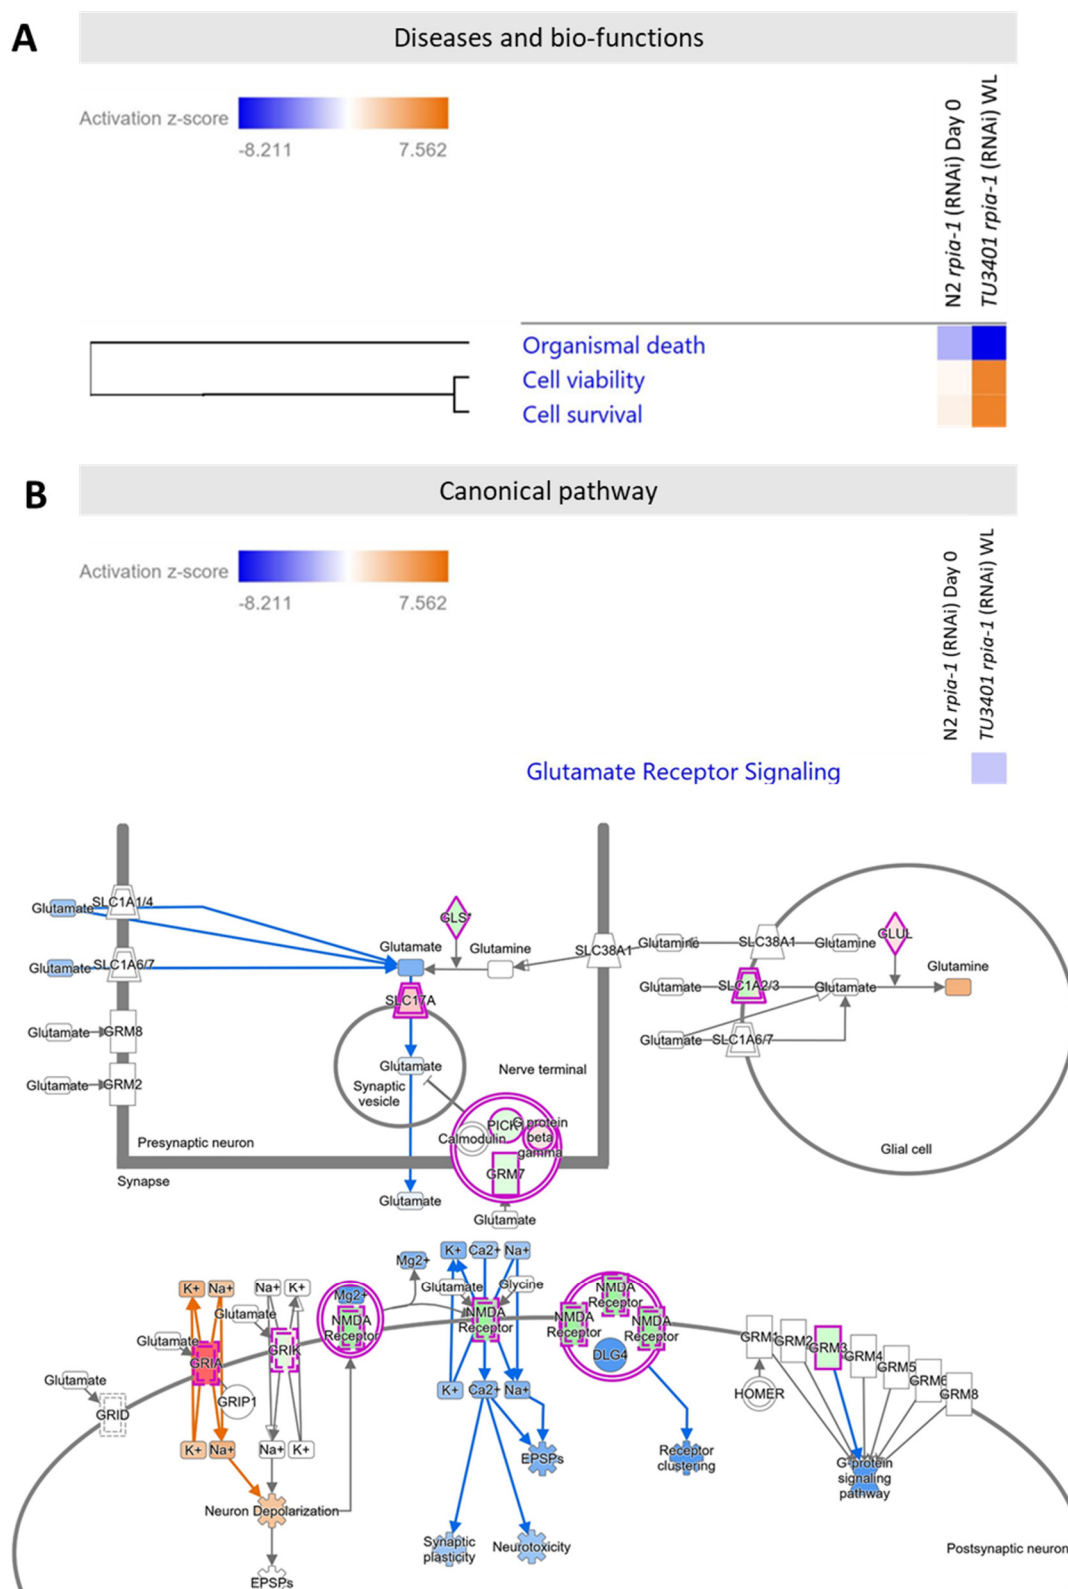

Figure S2. IPA analysis provides biological functions and canonical pathways which are affected by knockdown of *rpi-1*. IPA analysis indicates that (A) knockdown of *rpi-1* reduces organismal cell death, increases cell viability. (B) Canonical pathway analysis results show that knockdown *rpi-1* in neurons reduced glutamate receptor signaling.

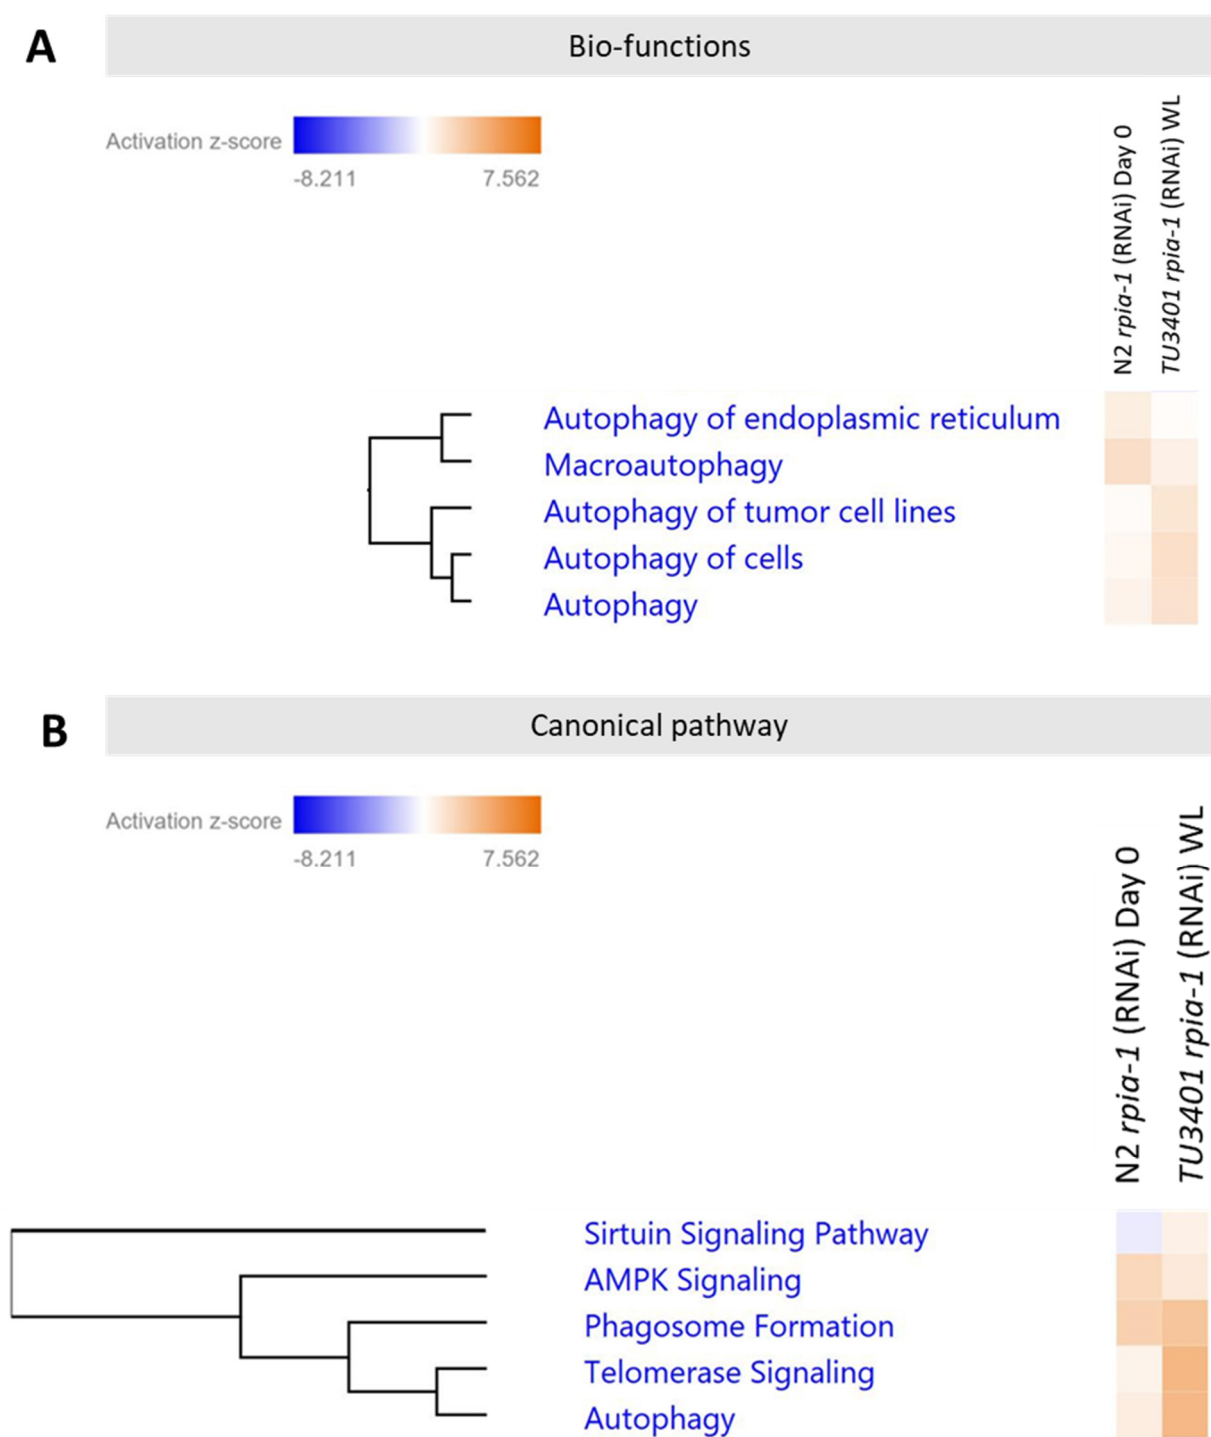

Figure S3. IPA analysis provides bio-functions and canonical pathways which are affected by knockdown of *rpia-1*. (A) IPA analysis results supported our experimental findings that knockdown of *rpia-1* induces autophagy-related bio-function. (B) Canonical pathway analysis shows that several longevity-related canonical pathways are activated by *rpia-1* knockdown.

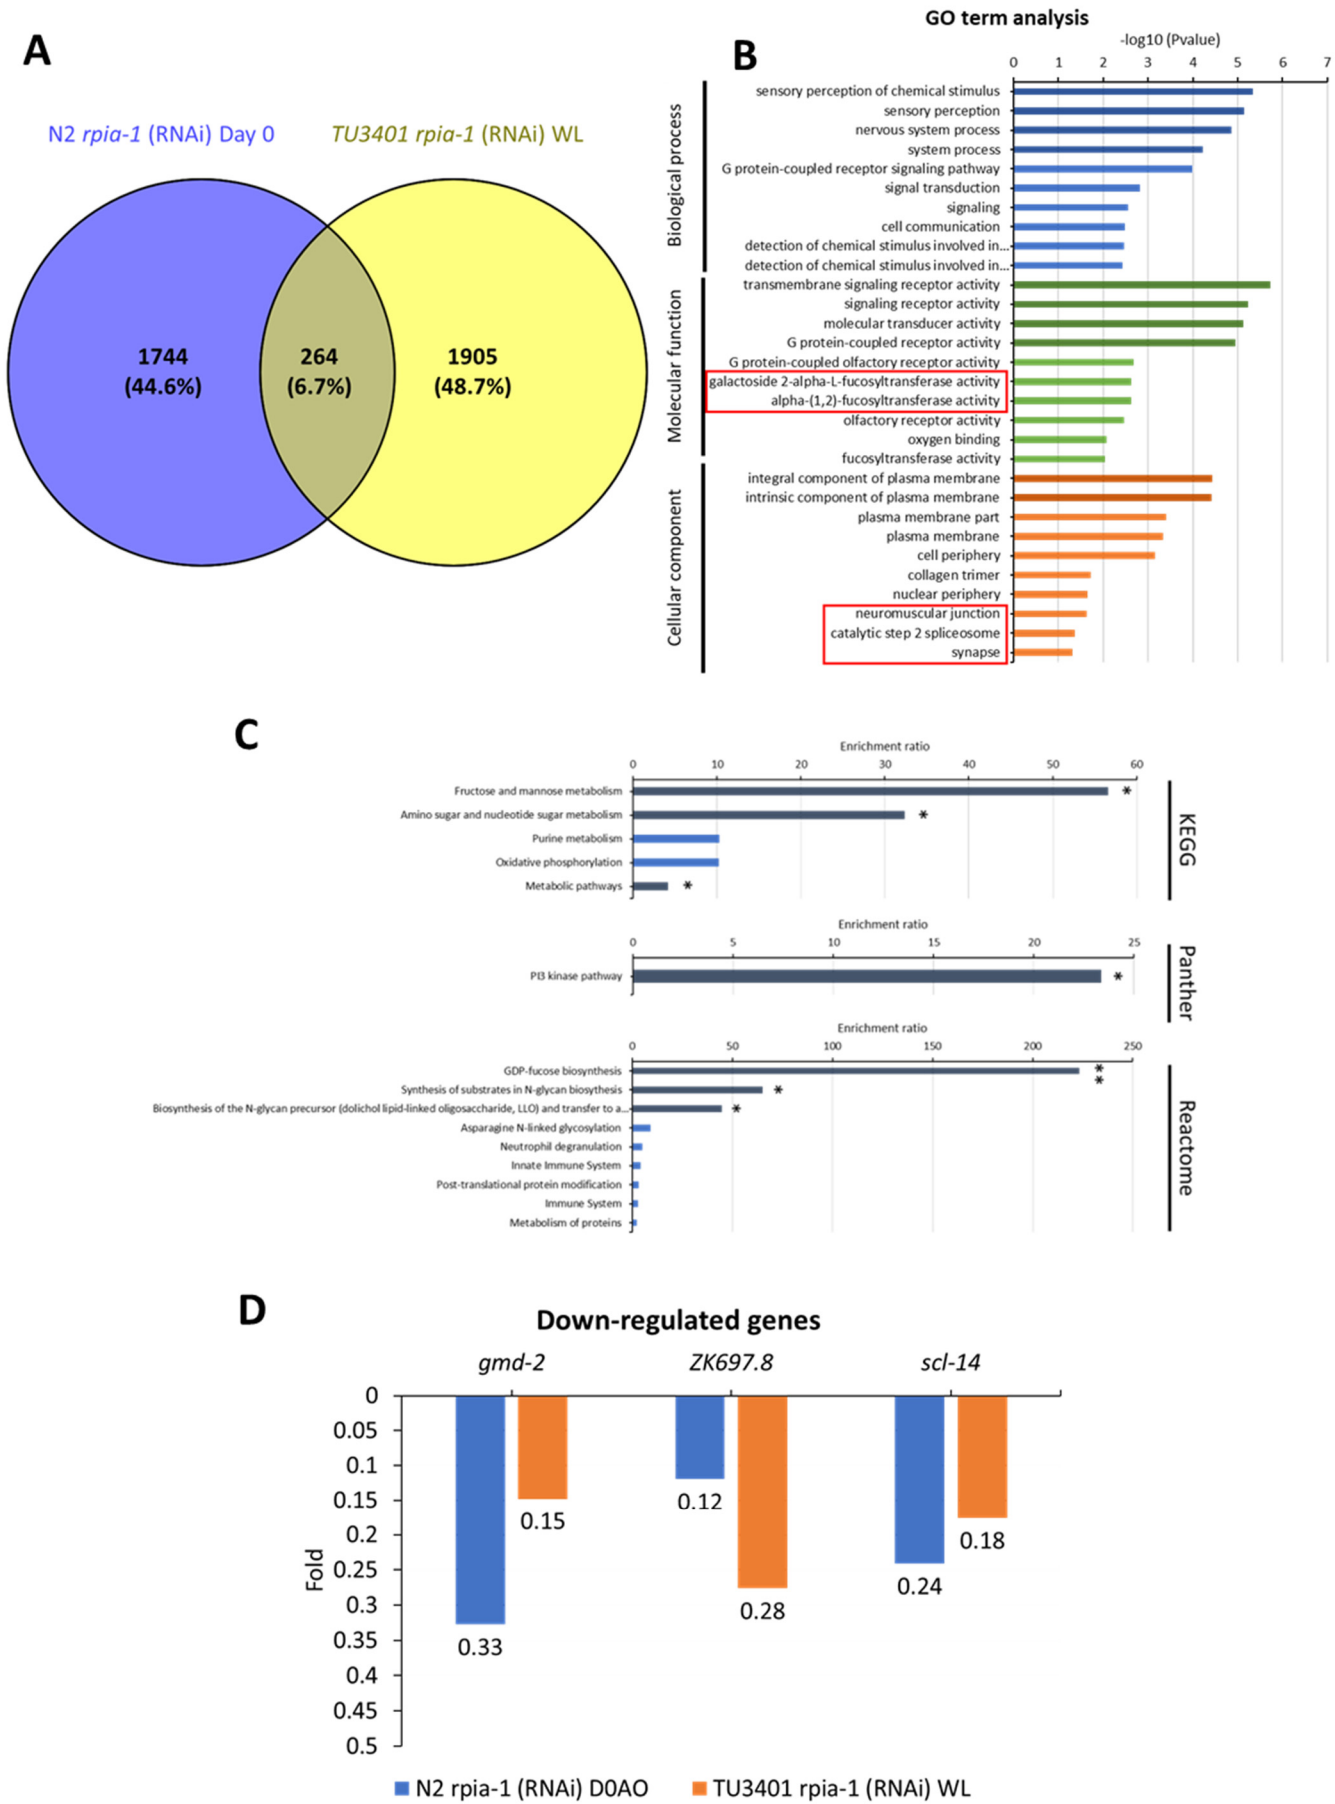

Figure S4. ORA analysis identifies potential down-regulated downstream target genes which may be involved in *rpia-1*-mediated longevity. The preprocessing procedure of conducting ORA analysis followed the description mentioned in figure 7. **(A)** 264 genes were downregulated in worms with both ubiquitous and pan-neuronal knockdown of *rpia-1*, and these 264 genes were applied to conduct further ORA analysis by WebGestalt. For **(B-C)**, the data presented is log transformed p-value (FDR corrected) of GO terms or pathways found to be enriched in the up-regulated gene set. **(B)** GO term analysis revealed the gene classes with significant changes. The red frames indicate the classes which were specifically found among the down-regulation gene sets. **(C)** Pathway analysis results including KEGG, Panther, and Reactome. Each pathways-analysis showed the enrichment ratio of the pathways. The bars with darker color indicated the gene set of pathways was significantly induced. (*, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$. The statistical analysis was conducted by Fisher exact test). **(D)** The gene identified by GO-term analysis. **(E)** The genes identified by GO-term analysis. Blue graph indicated fold changes of gene expression level in ubiquitously knockdown strain. In **(D)** and **(E)**, blue bars indicate changes in gene expression levels upon ubiquitous knockdown; orange bars indicate those upon pan-neuronal knockdown.

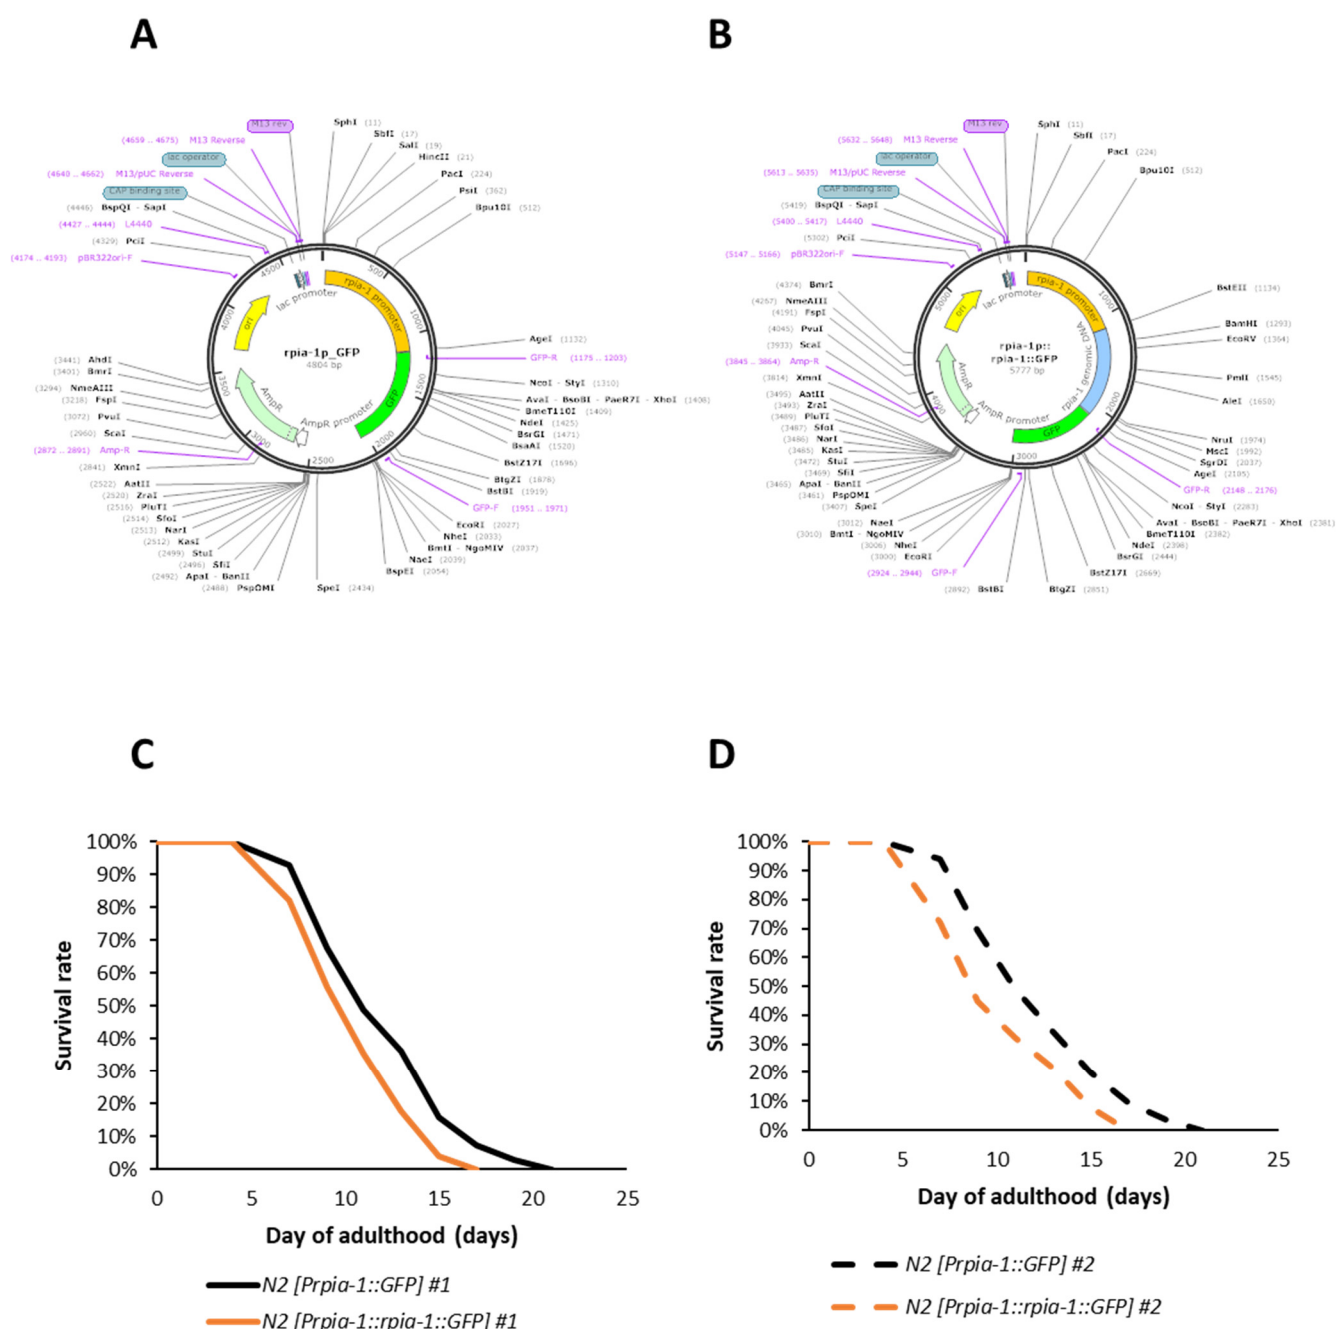

Figure S5. Overexpression of *rpia-1* shortens lifespan in *C. elegans*. (A, B) The construct maps of *rpia-1* endogenous promoter driving GFP as control (*Prpia-1::GFP*) and driving *rpia-1* fused with GFP as overexpression (*Prpia-1::rpia-1::GFP*). (C, D) Two independent *rpia-1* overexpression strains (solid and dashed orange lines, *Prpia-1::rpia-1::GFP* #1 and #2) showed reduction of 11.4% and 13.8% in mean lifespan compared to their own controls (solid and dashed black lines, *Prpia-1::GFP* #1 and #2) (***, $p < 0.001$, by log-rank test).

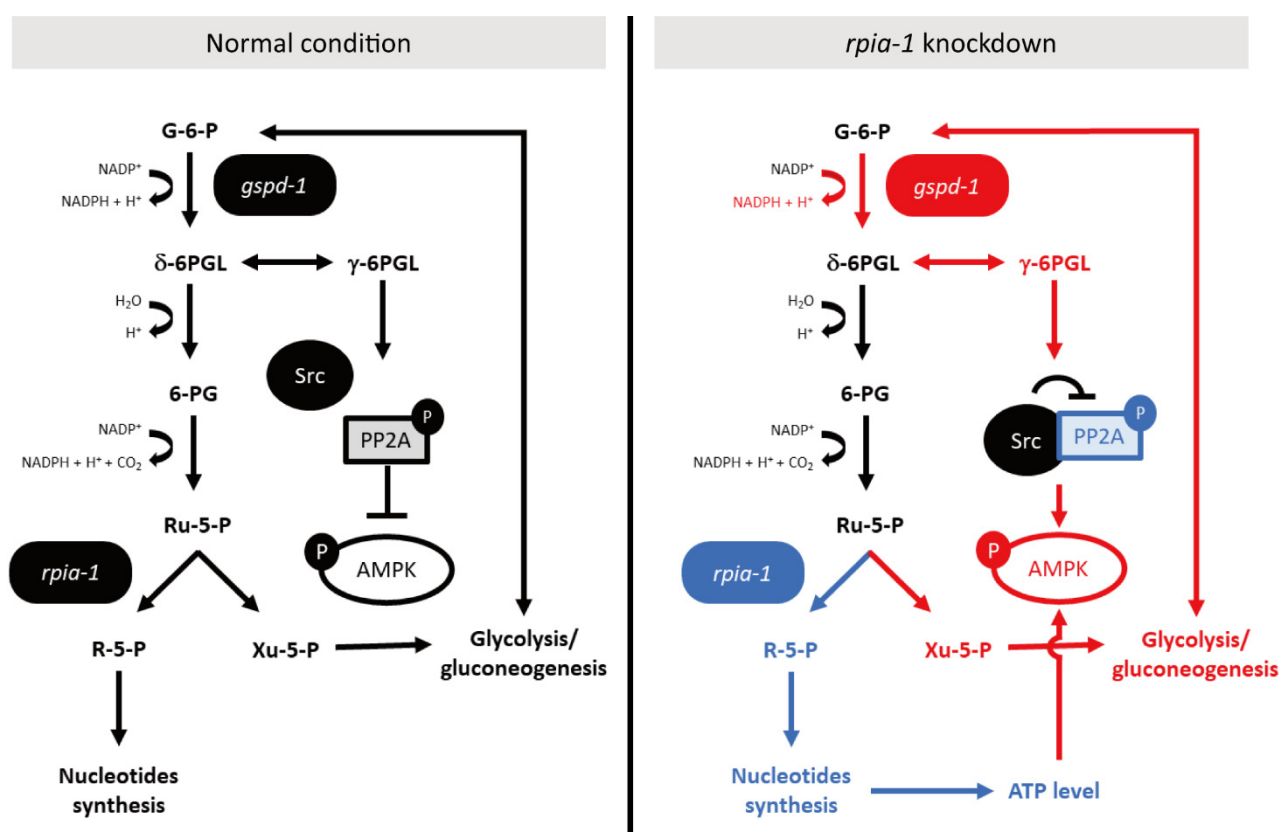

Figure S6. Hypothesis of *rpia-1* downregulation mediating longevity through activating AMPK pathway. **(Left)** The oxidative phase of PPP produces NADPH through the process of converting glucose-6-phosphate (G-6-P) to ribulose-5-phosphate (Ru-5-P) under normal conditions. Once Ru-5-P is converted to ribose-5-phosphate (R-5-P), the PPP enters the nonoxidative phase and generates nucleotides. On the other hand, the protein phosphatase 2A (PP2A) without phosphorylation inhibits AMPK phosphorylation to disrupt the activation of AMPK pathway. **(Right)** The reduction of *rpia-1* may suppress nucleotide synthesis and sustain PPP in oxidative phase, which may increase NADPH production and induce *gspd-1* expression to convert G-6-P into δ -6-phosphogluconolactone (δ -6PGL). The intramolecular rearrangement of δ -6PGL generates γ -6-phosphogluconolactone (γ -6PGL), which binds to Src and enhances PP2A recruitment. This process triggers the phosphorylation of PP2A, which inhibits the activity of PP2A, and eventually contribute to activation of AMPK pathway. In addition, suppression of nucleotide synthesis may lead to a reduction in ATP levels, which triggers AMPK activity to increase catabolism.

How the deposited data were processed for this re-analysis (not part of the article)

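RNA of whole worms from 12 libraries in 4 groups of 3 was compared, N2 *rpia-1* (RNAi) Day 0 against N2 EV and TU3401 *rpia-1* (RNAi) WL against TU3401 EV. The deposited FPKM values were made by the authors from reads processed with FastQC 0.11.9, Trimmomatic 0.36, HISAT2 2.2.1, featureCounts 1.6.2 and MultiQC, as the submitters' processing notes name them. The values that the authors label TPM, taken as a signal on a linear scale as deposited, equal the FPKM values times 1 factor per library. Their sums, at 1025900 to 1036140 per library, lie slightly above the fixed sum that TPM has by definition, and the cause is not given. The genome build and the step that each tool carried out are not given either, and read counts were not used here, so tools for counts were not used and the depth in reads cannot be stated. Of 46904 genes in the files, 46817 were found in Ensembl release 115 of WBcel235, which gave names, coordinates and gene types.

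Each comparison was fitted by limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend, on log2(TPM + 1) of genes with a mean of at least 1 TPM over the 6 libraries. The difference between the N2 and TU3401 changes was tested in a fit of all 12 libraries. An adjusted p (Benjamini-Hochberg) under 0.05 passed. For 60 gene lists with at least 3 tested members, camera was used with an inter-gene correlation of 0.01, and each list was also tested with an estimated correlation and with fry, and so were the lists under some alternatives, after the values were seen. Single genes were tested by exact permutation of 3 against 3 samples, two-sided, with a smallest p of 0.10. The 2-fold sets hold genes with a ratio of mean TPM of at least 2 or at most 0.5 and a mean above 0 in both groups. Their overlaps were set against independent sets, against sets within 10 bins of mean TPM and, for gene lists, by Fisher's exact test, with the chemoreceptor genes also counted within these bins. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

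The groups, comparisons, gene lists, named genes and alternatives were set before the data were examined, except for those said to be chosen later. Named are the genes that the paper names, the 10 genes with the largest rise and fall past the threshold, up to 4 members per list with the smallest p, and genes of at least 5 TPM shared by the 2-fold sets. The other DOT1 genes and the chemoreceptor genes were named after their values were seen. The alternatives were FPKM, pseudocounts of 0.1 and 5 TPM, no filter or a minimum of 5 TPM, other scalings, variance models and set tests, other forms of the 2-fold filter, and leaving out each library in turn. Where that leaves a group of 2, the fit pools the spread over both groups.

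The method was tested on simulated data with the spread of the EV and knockdown libraries. Of the genes changed 2-fold, all of at least 5 TPM, 82% were called in N2 and 70% in TU3401, at 1.5-fold 70% and 34%, and at 4-fold 96% and 92%, with 6 and 9 unchanged genes among 176 and 157 calls. Each simulated gene varied independently of the others. In the real libraries the genes of many lists varied together, so these rates may not hold there. The pathway and GO analyses of the paper were not repeated, since their term tables were not available.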

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

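The tests of explanations and the counts over other splits of the samples in this part were chosen only after the results were seen. The changes of gene lists and the difference between the strains were tested as planned.

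The change in N2 minus the change in TU3401 passed a test of the difference itself for 1 gene and 14 gene lists. For *rpia-1* it was −1.72 (log2, adjusted p = 5.0e-04 from limma, and 0.057 with FPKM). The lists lower in N2 than in TU3401 by this measure were vitellogenins (median −0.64), DAF-16 repressed genes (−0.44), DAF-16 induced genes (−0.26), intestine markers (−0.25), lysosomal genes (−0.20), oocyte and early embryo genes (−0.14), heat shock genes (−0.12), fatty acid metabolism (−0.10) and the pentose phosphate pathway (−0.065), a list that holds *rpia-1* itself, while *tald-1*, *Y57G11C.3* and *tkt-1* stood at −0.081, −0.072 and −0.065 (adjusted p = 1.00 for each from limma). Those higher in N2 were pharynx markers (0.52), FMRFamide-like and neuropeptide-like genes (0.38), collagens (0.33), body wall muscle markers (0.14) and ribosomal proteins (0.072). Only 1 pharynx marker reached a mean of 1 TPM in N2, against 10 in this test of the difference. The log2(TPM + 1) scale understates changes at such levels in N2, and the pharynx median in TU3401 was −0.62. The adjusted p from camera was 2.2e-10 for vitellogenins to 9.9e-03 for muscle markers, and at least 0.49 with an estimated correlation for all 14. Strain and onset of the knockdown, and by the labels but not the methods age at harvest, differ together between the comparisons, so the source of these differences stays open.

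In genes the paper does not discuss, 4 lists rose in N2 by camera: FMRFamide-like and neuropeptide-like genes (median log2 0.32), insulin-like peptides (0.35), collagens (0.34) and ribosomal proteins (0.027). The first 3 stood at 1.18, 1.05 and 0.95 in knockdown replicate 1, at −0.28, −0.15 and −0.07 in replicate 2, and at 0.09, 0.01 and 0.30 in replicate 3. In TU3401, 3 lists passed camera upward, the DAF-16 induced genes (0.037, with 6 of 12 higher, and −0.038 at a mean of at least 5 TPM), heat shock genes (0.082, 18 of 23 higher) and oocyte and early embryo genes (0.085, 30 of 30 higher, and −0.012 or −0.030 without EV replicate 3 or knockdown replicate 2). None of these 7 passed with an estimated correlation (adjusted p = 0.91 in N2 and 0.98 in TU3401).

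Replicate 1 of the N2 knockdown stands apart from the other N2 libraries, and its *rpia-1* level was 0.226 of the EV mean, which argues against a control in its place, and its highest correlation over abundant genes was 0.977 against 0.989 or more among the others, which argues against lower depth alone. Genes inside an abundant gene of the other strand stood at 0.80 against the group mates, but other genes at the same levels at 1.04, and the median difference of −0.25 argues against reads of the opposite strand as the cause. The list of embryonic transcripts stood at 1.23 in this library, above the 0.22 of the highest EV library, while the highest of the other knockdown libraries was 0.027, which argues against an effect of the knockdown alone. Embryos or young larvae among the worms are a candidate explanation, with *dsl-2* at 33.7 TPM (6.67 to 11.4 in the other N2 libraries), *elt-1* at 43.9 TPM (16.9 to 24.9) and *nhr-25* at 12.9 TPM (1.99 to 5.47), although *lin-26* at 144 TPM lay within 141 to 161, *pha-4* at 0.990 TPM within 0.484 to 1.16, and *end-3* at 0.803 TPM below the 1.05 to 1.78 of the others. The rise was not particular to embryonic transcripts, with molting genes at 1.70 and linker histones at 1.34 in this library, while the vitellogenins stood at −0.72. The N2 worms at day 5 express embryonic transcripts too, with 8 of 17 at a mean of at least 1 TPM, and 7 without this library. Other sources of reads over weak genes were not tested.

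Other splits of the samples show whether chance can be excluded. For 3 against 3 samples the 10 splits are too few to do so: genes changed in N2 numbered 1, with 0 as the highest of the other splits (1 of 10 splits as large), genes changed in TU3401 0, with 2 (10 of 10), gene lists passing camera in N2 16, with 20 (3 of 10), and in TU3401 12, with 28 (8 of 10). For the difference between the strains, chance cannot be excluded for the count of 1 gene, with 2 as the highest of the other splits (10 of 100), or for the 14 lists, with 33 (69 of 100). These counts do not test *rpia-1* itself, which was named in advance (−1.72, standard error 0.14).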

How the results depend on the processing

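The alternatives that count protein-coding genes only or leave out both control libraries of another FPKM scale, and the estimated correlation and fry under alternatives, were chosen only after the results were seen. Depth in reads is unknown, and low values limit the 2-fold sets. Lists with fewer than 3 tested members under a setting, and list shares where no gene was shared with a limma adjusted p, give no value. Where not said otherwise, the cause was not tested.

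The fall of *rpia-1* kept its direction and side in all 17 alternatives in N2 (−2.07 to −1.85) and in TU3401 (−0.42 to −0.18, never passing). The falls of vitellogenins, DAF-16 repressed, lysosomal, fatty acid and intestine genes in N2, and the rise of heat shock genes and fall of pharynx markers in TU3401, did so in all 17 alternatives of the fit, and none passed with an estimated correlation, or by fry as planned. By fry, DAF-16 repressed (adjusted p = 0.018), lysosomal, fatty acid, intestine and vitellogenin genes passed with sample weights, and heat shock genes (0.018) without TU3401 knockdown replicate 3. The DAF-16 repressed genes passed fry for changes in either direction (adjusted p = 1.5e-03).

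Genes changed in N2 numbered 2 with no filter on low values, 282 with sample weights, which gave 1 library a weight of 29.7, and 1 to 33 without 1 library. In TU3401 they numbered 6 with no filter, 1 with sample weights and 0 to 1 without 1 library. Genes that differ between the comparisons numbered 0 with FPKM, 10 with no filter and 1 to 2 without 1 library.

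For the 2-fold sets, in the order higher and lower in N2, higher and lower in TU3401, and higher and lower in both, counts were 6746, 3840, 4147, 5275, 1054 and 690 with genes at 0 counted, 187, 28, 35, 76, 5 and 2 at a mean of at least 1 TPM, 50, 5, 7, 8, 0 and 1 at 5 TPM, and 45, 8, 14, 18, 3 and 2 with 1 TPM added, all by construction of the filter. They were 961, 957, 684, 921, 59 and 59 with the median of the samples, 0, 1, 0, 0, 0 and 0 with a limma adjusted p, 13, 6, 19, 45, 0 and 0 with an unadjusted p, and 248, 145, 156, 256, 1 and 2 without overlap between the groups. The settings with a limma p can hold only genes of at least 1 TPM, since the others were not tested. With the geometric mean, 150 were higher in both. Protein-coding genes alone numbered 1593, 800, 680, 692, 133 and 67, and with genes at 0 counted 1366 were lower in TU3401 and 360 higher in both. With the replicate number as a block, a limma adjusted p left 0, 1, 0, 0, 0 and 0, and genes changed numbered 1 in N2 and 0 in TU3401, as without it. No label says that a number marks a shared batch or day. Deviations of samples with the same number correlated at −0.441, 0.036 and −0.414 in N2, where 0 of 3 EV samples correlated best with their own number, and at 0.0542, 0.44 and 0.421 in TU3401, where 2 of 3 did, a hint from the data and not the design. With the block, TOR signalling (adjusted p = 0.043) and transthyretin-related genes (8.1e-03) of TU3401 passed camera, and neither with an estimated correlation (adjusted p = 0.98). Without 1 library the ranges were 1195 to 3659, 1125 to 2123, 1339 to 1848, 1738 to 2152, 142 to 301 and 115 to 211.

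Lists passing camera numbered 0 in N2 and 0 in TU3401 with an estimated correlation and also with the directional test of fry, and 4 in TU3401 with no filter. Without 1 library they numbered 13 to 17 in N2 and 8 to 24 in TU3401. Lists among the shared genes numbered 2 with FPKM, with genes at 0 counted, with protein-coding genes only, with both choices together, and with both control libraries left out. They numbered 0 at a mean of at least 1 or 5 TPM, with 1 TPM added, with an unadjusted p and without overlap, and 1 to 2 without 1 library.

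The medians of some lists (log2) changed direction. In N2, with the range over the libraries left out in turn, the direction turned for FMRFamide-like and neuropeptide-like genes (−0.086 to 0.60), insulin-like peptides (−0.19 to 0.58), transthyretin-related genes (−0.27 to 0.35), UDP-glucuronosyltransferases (−0.11 to 0.14), proteasome subunits (−0.020 to 0.023), molting genes (−0.41 to 0.71), oocyte and early embryo genes (−0.098 to 0.031) and germline genes (−0.098 to 0.033) without knockdown replicate 1. It turned for ribosomal proteins (−0.0081 to 0.059) without EV replicate 1. With no filter on low values, it turned in N2 for insulin-like peptides (−0.0087). With sample weights, it turned in N2 for transthyretin-related genes (−0.069), proteasome subunits (0.022), oocyte and early embryo genes (0.012) and germline genes (0.0035). In TU3401, with the range over the libraries left out in turn, the direction turned for FMRFamide-like and neuropeptide-like genes (−0.39 to 0.15, and 0.030 without the EV library), major sperm proteins (−0.21 to 0.072, and 0.022 without the knockdown library) and oocyte and early embryo genes (−0.030 to 0.20, and −0.012 without the EV library) without EV replicate 3 or knockdown replicate 2. It turned for transthyretin-related genes (−0.28 to 0.11) and germline genes (−0.053 to 0.096) without EV replicate 3. It turned for glycolysis (−0.077 to 0.070), the mitochondrial genome (−0.16 to 0.086) and ribosomal proteins (−0.075 to 0.032) without knockdown replicate 3. It turned for collagens (−0.40 to 0.21) without knockdown replicate 2. It turned for molting genes (−0.36 to 0.32) without knockdown replicate 1. At a mean of at least 5 TPM, it turned in TU3401 for DAF-16 induced genes (−0.038). With sample weights, it turned in TU3401 for glycolysis (−0.065), ribosomal proteins (0.0082), collagens (0.059), major sperm proteins (0.15), other sperm genes (0.15) and oocyte and early embryo genes (−0.12).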

Differences from the paper's values

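The alternatives that count protein-coding genes only or leave out both control libraries of another FPKM scale, and the estimated correlation without single libraries, were chosen only after the values were seen. So was the rule that compares folds with a sample at 0 by their ratio alone, without which *dot-1.2* would not be listed here. Figures were read by eye, and for the 2-fold counts the paper states a 2-fold threshold and no test.

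Genes at least 2-fold higher in both comparisons numbered 239, against the paper's 401. The paper reports *dot-1.2* as higher in both strains, and here this gene could enter only with genes at 0 counted. Its filter or its values therefore differed from those behind the 239. Of the alternatives set before the data were examined, the counts without N2 knockdown replicate 2 (299), N2 knockdown replicate 3 (281) or TU3401 knockdown replicate 2 (301) come within 1.5 times of it, and the others do not, with 1054 when genes at 0 are counted. Protein-coding genes with genes at 0 counted gave 360, a setting chosen after seeing the values, and how many of the paper's genes it drops is unknown since the paper does not list them.

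For *his-9* the ratio was 1.32 in N2, against the paper's about 3.4 in Figure 7E, and 1.29 in TU3401, against the paper's about 2.1. For *his-58* it was 0.944 in N2, against the paper's about 2.2, and 1.35 in TU3401, against the paper's about 10. For *his-43* it was 1.49 in N2, against the paper's about 3.8, and 1.1 in TU3401, against the paper's about 2.0. Of the alternatives, only leaving out TU3401 knockdown replicate 3 brought *his-9* in TU3401 within 1.5 times (1.49), and no other closed any of these 6 gaps.

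For *dot-1.2* in TU3401 the ratio was 4.02, against the paper's about 2.2 in Figure 7D, and 2.68 without TU3401 EV replicate 2, while the other alternatives differ. For *scl-14* in TU3401 it was 0.0639, against the paper's about 0.18 in Figure S4D, and 0.139 with the geometric mean, while the other alternatives differ.

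The paper states that *dot-1.2* and the histone genes were higher in both strains, and *his-58* had a log2 fold change of −0.11 in N2 and 0.41 in TU3401, neither passing limma. The N2 value was 0.022 without N2 knockdown replicate 3 or N2 EV replicate 1, so its direction is not settled. It states that glutamate receptor signalling was reduced in TU3401, where the receptors had a median of 0.01 and glutamate signalling −0.04, and −0.13 without knockdown replicate 3, which passed camera (adjusted p = 0.032) but not with an estimated correlation (adjusted p = 0.70). It states that AMPK and sirtuin signalling were induced, and the medians of these lists were −0.01 and −0.04 in N2 and 0.05 and −0.03 in TU3401, none passing camera. In the direction it states for autophagy, the medians were 0.05 in N2 and 0.08 in TU3401. Both passed camera but neither with an estimated correlation (adjusted p = 0.91 and 0.98), and without N2 knockdown replicate 1 the N2 median was −0.02 (adjusted p = 0.99 from camera). By RT-qPCR the paper reports *lgg-1* and *sqst-1* as higher in the N2 knockdown. Here their log2 fold changes in N2 were 0.18 and 0.14, neither passing limma. It also reports more LGG-1-II and less SQST-1 by Western blot, and transcript levels do not measure these proteins.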

Other observations

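The tests of explanations, the counts over other splits of the samples and the fry test without knockdown replicate 1 of N2 in this part were chosen only after the results were seen.

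Markers of the pharynx were lower in the TU3401 knockdown, where 12 of 12 tested genes lay below EV (median log2 −0.62, adjusted p = 4.3e-09 from camera, and adjusted p = 0.98 with an estimated correlation). The pharyngeal gland genes *phat-2* and *phat-4* were at 2.93 and 18.0 TPM with EV and 1.58 and 9.39 TPM with the knockdown, and the pharynx myosin gene *myo-2* at 17.2 ± 3.34 and 12.1 ± 10.5 TPM (SD, n = 3). The medians of the 3 knockdown libraries were −0.97, −1.07 and 0.45. Body wall muscle markers were at −0.18, −0.38 and 0.17 in these libraries (18 of 20 lower, median −0.14, adjusted p = 6.1e-04 from camera, and adjusted p = 0.98 with an estimated correlation).

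DAF-16 repressed genes were lower in the N2 knockdown (8 of 9 lower, median −0.39, adjusted p = 2.9e-08 from camera, and adjusted p = 0.32 with an estimated correlation), with 3 genes falling when adjusted over the list alone and 0 over all genes with limma. The median of this list was −0.02 in knockdown replicate 1, and −0.51 and −0.48 in replicates 2 and 3. The DAF-16 induced genes were lower in N2 too (10 of 14, median −0.084, adjusted p = 0.026 from camera, and adjusted p = 0.91 with an estimated correlation). Their median was 0.22 in knockdown replicate 1, and −0.56 and −0.22 in replicates 2 and 3. Without knockdown replicate 1 of N2, fatty acid metabolism and lysosomal genes (adjusted p = 0.016 from fry), intestine markers (0.026), and C-type lectins (0.036) were lower and proteasome subunits (0.036) higher in the directional test of fry. The pentose phosphate pathway passed too (0.036), with a median of −0.0012 and *rpia-1* itself among its 7 genes at −1.91. With an estimated correlation none of these passed, with adjusted p = 0.11 as the smallest, and the pentose phosphate pathway did not pass camera (adjusted p = 0.47).

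Of the genes 2-fold changed in both comparisons, 441 went the same way and 462 opposite ways. The percentage going the same way was 48.8%, within the 36.4 to 63.6% of other splits of the samples, so whether an effect of the knockdown lies behind most of these genes stays open. The ratio of 0.955 between same-direction and opposite-direction genes is consistent with sampling of genes at low levels as a candidate explanation. Over other splits of the samples, chance cannot be excluded for the 441 genes, with 613 as the highest of the others (34 of 100 as large). The 40 chemoreceptor genes among them, with 39 as the highest of the others (1 of 100 as large), were picked from these same genes, so the splits decide nothing on them. For the genes 2-fold changed in N2, 3999, with 5191 as the highest of the others (8 of 10), and in TU3401, 3720, with 3995 (5 of 10), the splits are too few to exclude chance.

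N2 EV replicate 2 and TU3401 EV replicate 3, which have another ratio of TPM to FPKM than the other libraries, shared 29 genes at least 3-fold above both of their group mates, against at most 12 for the other pairs of control libraries. Another treatment of these libraries is a candidate explanation, and no biological explanation was tested. Counting of reads from the opposite strand was argued against, since genes inside an abundant gene of the other strand had medians of at most 0.091 (log2) in these 2 libraries against the group mates.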
